# Bacterial Volatiles (mVOC) Emitted by the Phytopathogen *Erwinia amylovora* Promote *Arabidopsis thaliana* Growth and Oxidative Stress

**DOI:** 10.3390/antiox12030600

**Published:** 2023-02-28

**Authors:** Ambra S. Parmagnani, Chidananda Nagamangala Kanchiswamy, Ivan A. Paponov, Simone Bossi, Mickael Malnoy, Massimo E. Maffei

**Keywords:** microbial volatile organic compounds, 1-nonanol, 1-dodecanol, calcium signaling, potassium channels, ROS and NO burst, transcriptomics, PIN1 and PIN3 efflux carriers, abscisic acid, auxin

## Abstract

Phytopathogens are well known for their devastating activity that causes worldwide significant crop losses. However, their exploitation for crop welfare is relatively unknown. Here, we show that the microbial volatile organic compound (mVOC) profile of the bacterial phytopathogen, *Erwinia amylovora*, enhances *Arabidopsis thaliana* shoot and root growth. GC-MS head-space analyses revealed the presence of typical microbial volatiles, including 1-nonanol and 1-dodecanol. *E. amylovora* mVOCs triggered early signaling events including plasma transmembrane potential Vm depolarization, cytosolic Ca^2+^ fluctuation, K^+^-gated channel activity, and reactive oxygen species (ROS) and nitric oxide (NO) burst from few minutes to 16 h upon exposure. These early events were followed by the modulation of the expression of genes involved in plant growth and defense responses and responsive to phytohormones, including abscisic acid, gibberellin, and auxin (including the efflux carriers PIN1 and PIN3). When tested, synthetic 1-nonanol and 1-dodecanol induced root growth and modulated genes coding for ROS. Our results show that *E. amylovora* mVOCs affect *A. thaliana* growth through a cascade of early and late signaling events that involve phytohormones and ROS.

## 1. Introduction

The economic importance of the Gram-negative bacterium *Erwinia amylovora* (fire blight, Enterobacteriaceae) is increasing with the outbreak of old disease bacterial speck of apple and pear and other commercial and ornamental Rosaceae host plants [1]. *E. amylovora* secretes effectors and proteins that are involved in the hypersensitive response and pathogenicity [2]. Plants are sessile, multicellular organisms that rely on developmental and metabolic changes for growth. Extensive communication occurs between plants and microorganisms during different stages of plant development, in which signaling molecules from the two partners play an important role [3,4]. Fungal and bacterial species are able to detect the plant host and initiate their colonization strategies in the rhizosphere by producing canonical plant growth-regulating substances such as auxins or cytokinins [5]. On the other hand, plants are able to recognize microbe-derived compounds and adjust their defense and growth responses according to the type of microorganism encountered [6]. This molecular dialogue will determine the final outcome of the relationship, ranging from pathogenesis to symbiosis, usually through highly coordinated cellular processes [7]. Bacterial and fungal phytopathogens are not restricted to infecting shoot or root tissues exclusively, and as such, communication between the shoot and root can confer a survival advantage to the plant and potentially limit or prevent diseases. For instance, beneficial bacteria and fungi can confer immunity against a wide range of foliar diseases by activating plant defenses, thereby reducing a plant’s susceptibility to pathogen attack [3,8]. For many years this phenomenon was considered the basis by which beneficial microorganisms could increase plant growth when inoculated in crops; however, it is quite evident that novel microbial signals play important roles in plant morphogenesis [3].

Plants activate various barriers and defensive strategies to protect against the attack of pathogens [9]. The first line of defense is triggered by the recognition of invariant microbial epitopes known as pathogen-associated molecular patterns (PAMPs) for the recognition of potential pathogens in the innate immune system of both plants and animals that are so-called elicitors [10]. Both animals and plants can recognize invariant PAMPs [11] that are characteristic of pathogenic microorganisms by pattern recognition receptors (PRRs) in the plasma membrane [9]. In leaves and roots, PAMPs recognition triggers nitric oxide (NO) and reactive oxygen species (ROS) production, as well as a complex cascade of MAP kinases that lead to the activation of transcription factors and defense response genes [12].

Recent discoveries reveal that microbial volatile organic compounds (mVOCs) influence plant growth and defense modulation [13,14,15,16], which has been confirmed by several studies using different bacterial strains and plant models; however, the signaling molecules responsible for the observed effects, as well as the molecular mechanisms underneath this phenomenon are poorly understood [17,18,19]. There have been relatively few studies to detect and understand how plants recognize the presence of bacterial volatiles, how they prime themselves to "get ready" for phytopathogens, and how they promote symbiont association. Therefore, it is important to understand these mechanisms in order to develop sustainable strategies to combat pathogen attacks on food/feed crop plants. 

In this study, we aim to understand the mechanisms underpinning *Arabidopsis thaliana*’s early and late responses to *Erwinia amylovora* volatiles. Thereby, we characterized *E. amylovora* mVOCs and investigated the effects of bacterial volatiles on plasma membrane depolarization, cytosol fluctuations of Ca^2+^ concentration, K^+^ efflux, and levels of ROS and NO in shoots and roots of *A. thaliana* plants. Furthermore, we carried out gene expression analysis, identifying the most differentially expressed genes (DEGs) regulated by *E. amylovora* volatiles. Finally, we used two synthetic mVOCs to assess their effect on *A. thaliana* growth and ROS gene expression.

## 2. Materials and Methods

### 2.1. Plant and Bacterial Co-Cultivation

*Arabidopsis thaliana* Col0 seeds were surface sterilized (2 min 70% ethanol, 5 min 5% calcium hypochlorite, rinsed four times with autoclaved water) and placed on bipartite squared Petri dish containing in the upper part half-strength Murashige–Skoog medium (MS medium) and in the lower part a nutrient agar II (NA II; peptone from casein 3.5 gL^−1^, peptone from meat 2.5 gL^−1^, peptone from gelatin 2.5 gL^−1^, yeast extract 1.5 gL^−1^, NaCl 5 gL^−1^, and agar–agar 15 gL^−1^, pH 7.2). The seeds were vernalized for 3 days at 4 °C in the absence of light, then placed in a growth chamber (16 h light/8 h darkness/light with a fluorescent light of about 70 μmol photons m^−2^ s^−1^). *Erwinia amylovora* strain E273 was obtained from the bacterial collection of Dr. Malnoy Lab and was added to the co-culture at given times (from 30 min to 16 h). In order to standardize the experiments, the same number of seeds and the same amount of *E. amylovora* CFU were always used. Samples of roots and shoots of *A. thaliana* seedlings were collected at different times of *E. amylovora* mVOCs exposure and immediately frozen in liquid nitrogen and stored at −80 °C.

### 2.2. Head Space Analysis of E. amylovora mVOCs

Extraction of *E. amylovora* (strain E273) mVOC was performed by stir bar sorptive extraction (SBSE) by following the same protocol used to extract truffle volatiles in a previous study [20]. Briefly, a stir bar (SB) was attached to the cover lid of the Petri dish by using an external magnet. After 16 h exposure, the SB was desorbed with a Gerstel (GmbH & Co.KG, Mülheim an der Ruhr, Germany) twister desorption unit (TDU), which was connected to a cooled injection system (CIS) that cryoinjected the desorpted molecules into a gas-chromatograph mass spectrometry system as previously described [20]. mVOCs identification was performed by comparison with spectra in mass spectra databases (NIST^®^), comparison of Kovàts retention indices to the literature data and in-house database, and in some cases, direct GC-MS comparison with authentic standards.

### 2.3. Membrane Potential Determination

*A. thaliana* root and leaf transmembrane potential variations (Vm) were obtained as previously reported [21]. Vm variations were recorded both on a pen recorder and through a digital port of a PC using a data logger. The results of Vm are shown as the average number of at least 50 Vm measurements.

### 2.4. Evaluation of Intracellular Calcium Variations by Confocal Laser Scanning Microscopy Usign Calcium Orange

Confocal laser scanning microscopy (CLSM) was used to localize the intracellular calcium efflux by using the calcium orange dye (stock solution in DMSO, Molecular Probes, Leiden, The Netherlands). Roots and shoots of *A. thaliana* exposed to *E. amylovora* mVOC were sampled from 30 min to 3 h of exposure and, after incubation with 5 µM calcium orange, were observed directly on a Nikon Eclipse C1 spectral CLSM. The microscope operates with a Krypton/Argon laser at 488 nm with a BP of 500–540 nm and an LP of 650 nm. Digital images were analyzed using the NIH image software as described earlier [22]. Controls were represented by the application of 5 µM calcium orange solution to unexposed tissues.

### 2.5. Localization of Voltage-Gated K^+^ Channels (VGKC) and Ligand-Gated or Resting Inward Rectifier K^+^ Channels (LG/RIRKC) Using FluxOR^TM^

VGKC and LG/RIRKC were assayed from 30 min to 3 h by using the FluxOR^TM^ Potassium Ion Channel Kit from Invitrogen (Molecular Probes, Leiden, The Netherlands). mVOC-exposed and unexposed *A. thaliana* seedlings were incubated in the dark for 1 h with 100 µL of loading buffer (deionized water, FluxOR^TM^ assay buffer, and probenecid) by following the manufacturer’s instructions. Just before observation, 50 µL of stimulus buffer (deionized water, FluxOR^TM^ chloride-free buffer, K_2_SO_4_, and Tl_2_SO_4_) was added by following the manufacturer’s instructions. CLSM fluorescence was assayed by Nikon Eclipse C1 spectral CLSM, as previously described [23].

### 2.6. Localization of H_2_O_2_ by CLSM Using Amplex Red

*A. thaliana* seedlings exposed to *E. amylovora* mVOCs and unexposed control seedlings were assayed from 3 h to 16 h after incubation with the dye 10-acetyl-3,7-dihydroxyphenoxazine (Amplex Red) as described earlier [21,24]. Tissues were observed with a Nikon Eclipse C1 spectral CLSM, and scans were recorded using a Laser Ar (458 nm/5 mW; 476 nm/5 mW; 488 nm/20 mW; 514 nm/20 mW), a Laser HeNe 543 nm/1.20 mW, and a Laser HeNe 633 nm/10 mW.

### 2.7. Determination of Nitric Oxide with 4,5-diaminofluorescein Diacetate (DAF-FM DA) Using CLSM

mVOC-exposed and unexposed *A. thaliana* seedlings were assayed from 3 h to 16 h to analyze NO accumulation by CLSM using 50 μL of loading buffer (10 μM DAF-FM DA (Molecular Probes)). The Nikon Eclipse C1 spectral CLSM operated with an argon laser with an excitation wavelength of 488 nm. Emissions were recorded using a 508 to 525 nm band pass filter. Carboxy-2-phenyl-4,4,5,5-tetra-methylimidazolinone-3-oxide-1-oxyl (cPTIO) (Sigma, Milan, Italy), an NO scavenger, was dissolved in DMSO and used at a final concentration of 1 mM. The treated tissues were perfused with cPTIO as described above before being stained with DAF-FM DA.

### 2.8. RNA Extraction from Arabidopsis Shoots and Roots upon Exposure to E. amylovora mVOCs

One hundred milligrams of frozen *A. thaliana* roots and shoots exposed for 16 h to *E. amylovora* mVOCs was ground in liquid nitrogen, and total RNA was isolated and its quality and quantity checked as previously described [25]. Quantification of RNA was also confirmed spectrophotometrically by using a NanoDrop ND-1000 (Thermo Fisher Scientific, Waltham, MA, USA).

### 2.9. cDNA Synthesis and Gene Microarray Analyses (Including MIAME)

Five hundred nanograms of total RNA of four biological replicates was reverse-transcribed into double-stranded cDNA, which was then transcribed into antisense cRNA and labeled with either Cy3-CTP or Cy5-CTP fluorescent dyes for 2 h at 40 °C as reported before [25]. Cyanine-labeled cRNAs were purified using the RNeasy Minikit (Qiagen, Hilden, Germany). Purity and dye incorporation were assessed as previously described [25]. Then, 825 ng of unexposed control Cy3-RNAs and 825 ng of mVOC exposed treated Cy5-RNAs were pooled together and hybridized using the Gene Expression Hybridization Kit (Agilent Technologies, Santa Clara, CA, USA) onto 4 × 44 K *A. thaliana* (v3) Oligo Microarray (Agilent Technologies). The microarray experiment followed a direct 2 × 2 factorial two-color design. This resulted in two-color arrays, satisfying the Minimum Information About a Microarray Experiment (MIAME) requirements [26]. Microarrays were scanned as reported before [25]. The microarray data have been deposited in NCBI’s Gene Expression Omnibus [27] (GSM6994948 to GSM6994951) and are accessible through GEO Series accession number GSE223760 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223760 (accessed on 26 January 2023)).

### 2.10. Validation of Microarray Data by Real-Time PCR

Validation of microarray data was performed by qPCR, which was performed on a QuantStudio 3 Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) using the same cDNA products obtained as previously described (Section 2.9). The amplification was carried out with the primers listed in Supplementary Table S1, while the reaction was performed using the Maxima SYBR Green/ROX qPCR Master Mix Kit (Thermo Fisher Scientific, Waltham, MA, USA) in 25 µL of total volume. The thermocycling was performed using a two-step cycling protocol: 50 °C for 2 min, 95 °C for 10 min, 95 °C for 15 s and 60 °C for 60 s. The last two steps were repeated for 40 cycles. All primers were designed using Primer 3 software. Two different reference genes actin1 (*ACT1*, At2g37620) and the elongation factor 1B alpha-subunit 2 (*eEF1Balpha2*, At5g19510) were used to normalize the results of qPCR; the most stable gene was ACT1. All amplification plots were analyzed with the QuantStudio Design and Analysis software (Applied Biosystem, Foster City, CA, USA) to obtain Ct values. Relative RNA levels were calibrated and normalized with the level of ACT1 mRNA.

### 2.11. Expression Analysis of PIN1 and PIN3

Seeds of *A. thaliana* PIN1::GUS, PIN3::GUS, DR5::GUS, PIN1:GFP, and PIN3:GFP were obtained from the Institut für Biologie II, Freiburg, Germany, in 2006 and multiplied in our labs. Histochemical staining for GUS activity was performed using a modified indigogenic method with 5-bromo-4-chloro-3-indoxyl β-D glucuronide (X-Gluc, Sigma) as substrate according to [28]. For all comparisons between mVOC-exposed samples and controls, identical staining conditions were used. GFP was visualized in 5% glycerol without fixation. Microscopy was done with the same microscopy described above.

Time-course gene expression of *PIN1* (*AT1G73590*) and *PIN3* (*AT1G70940*) was assayed from 3 h to 16 h by qRT-PCR as described in Section 2.10.

### 2.12. Exposure of A. thaliana to Synthetic 1-nonanol or 1-dodecanol

Eight-day-old seedlings of *A. thaliana* cultivated as described in Section 2.1 were grown for 72 h in the presence of 20, 50, and 100 µg of either 1-nonanol or 1-dodecanol (pure standards from Fisher Scientific, Rodano (MI), Italy) dissolved in DMSO. Control plates were treated with DMSO. Agar was carved with a sterilized comb, and sterilized filter paper was placed inside the hole (see Supplementary Figure S1). 1-Nonanol or 1-dodecanol was dissolved in DMSO to obtain a 100 mM solution, from which aliquots were taken and deposited on the filter paper to obtain the desired quantity. Plates were scanned just after the insertion of the volatiles and after 72 h. Then roots and shoots of the seedlings were separately collected and immediately frozen in liquid nitrogen for further analyses. Root and shoot morphology were analyzed with NIH ImageJ software (https://imagej.net/ij/, accessed on 3 January 2023).

### 2.13. Gene Expression of RBOHH, SOD1, CAT1, PER4 and APX1 of A. thaliana Exposed to Synthetic mVOCs

One hundred milligrams of frozen *A. thaliana* roots and shoots exposed for 72 h to different concentrations of 1-nonanol or 1-dodecanol was ground in liquid nitrogen and total RNA was isolated and quantified as described in Section 2.8. Five hundred nanograms of total RNA of three biological replicates was reverse-transcribed into double-stranded cDNA which was transcribed into antisense cRNA and labeled as described in Section 2.9. The amplification was carried out with the primers listed in Supplementary Table S1, and the reaction was performed as described in Section 2.9. The reference genes actin1 (*ACT1*, At2g37620) and the elongation factor 1B alpha-subunit 2 (*eEF1Balpha2*, At5g19510) were used as described in Section 2.9, and the relative RNA levels were calibrated and normalized with the level of *ACT1* mRNA.

### 2.14. Statistical Analysis

At least three biological replicates were performed for the CLSM, qRT-PCR, and GC-MS analyses. The mean value was calculated along with the SD. A stem-and-leaf function of Systat 10 was used to treat Vm data to extract the lower and upper hinges from the Gaussian distribution. After filtering the data, the mean value was calculated along with the SD. Processing and statistical analysis of the microarray data were performed in GeneSpring software and with R using the Bioconductor package limma [29]. The raw microarray data are subjected to background subtraction and lowess normalization. Agilent control probes were filtered out. The GeneSpring software was used for finding differentially expressed genes (DEGs). GO enrichment information for the differently expressed probe sets was obtained from The *A. thaliana* Information Resource (https://www.arabidopsis.org/index.jsp (accessed on 3 January 2023)). The protein–protein association and interaction of the DEGs identified in this work were obtained using STRING [30] and by considering known, predicted, and other types of interactions.

## 3. Results and Discussion

### 3.1. Erwnia Amylovora mVOCs Promote Arabidopsis Shoot and Root Growth

To investigate the effect of mVOC on *A. thaliana* growth, we cultivated *A. thaliana* seedlings in the presence of *E. amylovora* mVOCs on the same square Petri dishes with no physical contact between them. This method, hereafter referred to as headspace co-cultivation (HSCC), allows the cultivation of plants and microorganisms in the same environment by using specific culture media. To overcome any effect on plant health and development induced by carbon dioxide accumulation from bacterial culture in HSCC [19], a porous paper tape, which allows circulation of air from outer space and avoids accumulation of mVOCs and CO_2_, was used to seal the Petri dishes.

In response to *E. amylovora* mVOCs and after continuous HSCC for 8 days, *A. thaliana* shoot and root biomass increased with enhanced lateral roots and root hair production (Figure 1), with respect to controls. In particular, a significant difference was found between shoot area expressed as mm^2^ (mean difference =−16.82, 95.00% CI = −18.62 to −15.03, SD difference = 2.33, t = −21.64, *p* < 0.001), primary root length expressed as mm (mean difference = −6.15, 95.00% CI = −7.46 to −4.84, SD difference = 1.95, t = −10.47, *p* < 0.001) and the number of secondary roots (mean difference = −6.89, 95.00% CI = −7.70 to −6.08, SD difference = 1.05, t = −19.61, *p* < 0.001) between controls and *A. thaliana* seedlings exposed to *E. amylovora* mVOCs. This phenology suggests that seedlings perceive mVOCs emitted by *E. amylovora* and the observed morphological response implies the involvement of transcriptional, metabolomic, and physiological modulation. Similar effects have been observed in *A. thaliana* seedlings exposed to mVOCs emitted by plant growth-promoting rhizobacteria from avocado trees [31], after exposure to mVOCs of *Trichoderma asperelloides* PSU-P1 [32] and *Bacillus subtilis* GB03 [33].

### 3.2. E. amylovora Emits a Complex Blend of mVOCs

To analyze the mVOC composition of *E. amylovora,* we cultivated the bacteria in the same Petri dishes without the presence of *A. thaliana* seedlings and used polydimethyl siloxane (PDMS) stir bar sorptive extraction (SBSE) to collect bacterial volatiles.

After 16 h exposure, the chemical composition of *E. amylovora* mVOCs is characterized by the presence of volatile hydrocarbons (pentadecane and heptadecane), which along with ketones (6,10,14-trimethyl-2-pentadecanone and 6,10-dimethyl-2-undecanone) represent the highest percentage of mVOCs emitted (about 26% and 25%, respectively). Alcohols (particularly 1-dodecanol, 1-undecanol, and 1-nonanol) represent 23% of total mVOCs and are followed by aldehydes (above all 1-pentadecanal, tridecanal, tetradecanal, and undecanal), which account for 22% of total mVOCs. Two alkenes (1-tetradecene and 1-hexadecene) and a monoterpene alcohol (1,8-cineole) were also present but at concentrations below 1% of total mVOCs (Table 1). 

The occurrence of pentadecane in mVOC is widespread both in bacteria [34] and in fungi [35] and stimulates plant growth [36], whereas heptadecane emission was found mainly in bacteria [37]. The mVOC 6,10,14-trimethyl-2-pentadecanone (also known as hexahydrofarnesylacetone) is emitted by different microorganisms, including *Pseudomonas syringae* and *Stigmatella aurantiaca* [37,38] and stimulates root production [39]. 1-Dodecanol is emitted by several bacteria [40], whereas 1-undecanol was found in the mVOCs of proteolytic strains of *Serratia proteamaculans* and *Pseudomonas fragi* [41]. Emission of the mVOC 1-nonanol was found to be associated with the *A. thaliana* lateral root formation [31]. Tridecanal and Tetradecanal are also emitted by *Carnobacterium divergens* [41] and by the fungus *Tuber borchii* [42], and induce root formation [39], whereas undecanal is typically emitted by several bacteria [36]. The mVOC 1-tetradecene has been found in *C. divergens* and in *Pseudomonas putida* emissions [41,43], whereas 1-hexadecene was detected in the mVOCs of *C. divergens*, *P. fragi,* and several other bacteria [41]. The monoterpene 1,8-cineole is typically emitted by fungi [44]; however, a bacterial sesquiterpene cyclase similar to a plant homolog from *Streptomyces clavuligerus* was found to act as a monoterpene cyclase, being able to catalyze the conversion of the sesquiterpene precursor geranylgeranyl diphosphate into 1,8-cineole [45].

### 3.3. E. amlylovora mVOCs Induce Early Signaling Events in Arabidopsis thaliana

To evaluate the early responses of *A. thaliana* to *E. amylovora* mVOCs, we set up experiments aimed at evaluating short-time exposures of seedlings to bacterial mVOCs. In both roots and shoots, after evaluating the electrophysiological changes in the membrane potential, we used confocal laser scanning microscopy (CLSM) with the use of specific fluorescent indicators to assess the content of calcium, the activity of different potassium (K^+^) channels, and the presence of reactive oxygen species (ROS) and nitric oxide (NO).

#### 3.3.1. *E. amylovora* mVOCs Depolarize *A. thaliana* Plasma Membrane Potential (Vm)

Early events upon pathogen infection include alteration of the plasma transmembrane potential (Vm), due to unbalanced ion fluxes across the plasma membrane, influx of Ca^2+^ into the cytosol from the cell wall and internal stores, K^+^-gated channel activity, and ROS and NO burst [46]. Time-course experiments were performed in order to assess the effect of *E. amylovora* mVOCs on *A. thaliana* leaf and root Vm. A strong Vm depolarization was found between 30 min and 6 h of mVOCs exposure in *A. thaliana* leaves (Figure 2). A similar trend was observed for *A. thaliana* root Vm depolarization, although with a significantly (*p* < 0.05) reduced response from 30 min to 6 h exposure. Longer mVOC exposure times induced a significant but reduced Vm depolarization in both leaves and roots (Figure 2).

Leaf and root cells have developed specific chemosensorial mechanisms to recognize chemical signals at very low concentrations that are present in the surrounding environment [36,47]. In response to phytopathogenic bacteria, plant cells modulate different ionic signaling pathways [48] that eventually alter their plasma membrane potential [49,50,51]. Plant VOCs may induce membrane depolarization [52] and bacterial mVOC can travel far from the point of production through the atmosphere, porous soils, and liquid, making them ideal info-chemicals for mediating both short- and long-distance intercellular and organismal interactions [53]. 

#### 3.3.2. *E. amylovora* mVOCs Induce Calcium Efflux and Modulate K^+^ Channels of *A. thaliana*

In both plant–pathogen and plant–herbivore interactions, Vm depolarization has been associated with the Ca^+^-dependent opening of K^+^ channels [50,54]. Having assessed that the highest Vm depolarization occurs in early exposure time to *E. amlylovora* mVOCs, we measured by CLSM the cytosolic Ca^2+^ influx [Ca^2+^]_cyt_ with the fluorescent dye Calcium Orange^®^ and the activity of both voltage-gated K^+^ channels (VGKC) and ligand-gated or resting inward rectifier K^+^ channels (LG/RIRKC) with the fluorescent dye FluxOR^®^, with respect to control plants not exposed to *E. amlylovora* mVOCs.

To visualize the effect of *E. amylovora* mVOCs on [Ca^2+^]_cyt_, we calculated the ratio between the dye fluorescence of treatments and controls by expressing the fold change increase. Root caps showed the highest ratio after 30 min, whereas leaves and stems had the highest fold change after 1 h of mVOC exposure (Figure 3). The root elongation [Ca^2+^]_cyt_ was almost constant during the time-course experiment, whereas a decreasing trend was observed for leaves from 1 to 3 h (Figure 3). At 3 h of mVOC exposure, an increasing trend of [Ca^2+^]_cyt_ fold change was observed between roots and shoots (Figure 3).

Upon perception of bacterial and fungal elicitors, plant plasma membranes activate Ca^2+^ channels [50]. This event has been demonstrated for different kinds of elicitors, including oligopeptides, oligogalacturonides, beta-glucans, and symbiotic Nod factors [49,54]. Here we showed that *E. amylovora* mVOCs are able to induce a significant increase in [Ca^2+^]_cyt_ levels in both roots and shoots of the receiver *A. thaliana* seedlings. 

A different timing of K^+^ channel activity was found for VGKC between *A. thaliana* roots and shoots. The root cap and root elongation zone reached their highest fold change after 30 min, whereas leaves and stems showed the highest fold change after 2 h of exposure to *E. amylovora* mVOCs (Figure 4A). LG/RIRKC activity peaked after 1 h and 3 h in leaves, whereas in roots the activity remained constant up to 2 h and then declined at 3 h (Figure 4B). K^+^ efflux, which accompanies the observed Vm depolarization, is thought to occur via root and guard cell depolarization-activated K^+^ channels [55] and is known to react to microbial elicitors [56]. Elicitors from *E. amylovora* have been found to cause K^+^ efflux and cause Vm depolarization in *A. thaliana* [57]. Here we showed that also *E. amylovora* mVOCs are able to trigger the same cascade of events found in the plant–microbial [50,58], plant–plant [59] and plant–insect [60] interactions, with a cation influx (Ca^2+^ and K^+^) that causes Vm depolarization.

#### 3.3.3. *E. amylovora* mVOCs Induce a Strong Burst of ROS and NO in *A. thaliana* Seedlings

During the interaction of bacterial pathogens with plants, the generation of ROS and the oxidative burst play important roles in both disease progress and hypersensitive response (HR) development [61,62]. Because H_2_O_2_ and NO play a central role in disease resistance, we extended our analysis up to 16 h of exposure to *E. amylovora* mVOCs by evaluating the production of both ROS and NO. As for calcium and potassium channels, we expressed ROS and NO values as fold changes in the fluorescence of mVOC-exposed seedlings with respect to controls. The highest ROS fold change was found in root caps after 6 h exposure, whereas a decreasing trend was observed for both leaves and stems from 3 h to 16 h (Figure 5A). With regards to NO, leaves showed the highest fold change after 3 h (as for ROS), whereas the root caps showed an increasing trend of NO production, which peaked at 16 h (Figure 5B). Figure 6 summarizes the ROS and NO production in the roots and leaves of *A. thaliana* upon exposure to *E. amylovora* mVOCs. Stems and roots show the highest fluorescence between 3 and 6 h of mVOC exposure, with tissue localization in vascular tissues in the elongation zone and in the stems (Figure 6B) and in the root apex of secondary roots (Figure 6C). Almost the same localization was observed for NO both in roots (Figure 6E) and in shoots (Figure 6G).

In plant–pathogen interactions, two phases of ROS production are found: phase I is a nonspecifically stimulated transient ROS production by compatible (leading to disease), incompatible (leading to HR), and even saprophytic bacteria; whereas phase II is a delayed and prolonged ROS production that is specifically stimulated by incompatible HR-causing bacteria and is characteristic of the HR [63]. *E. amylovora* is known to induce both phases by inducing the production of ROS for several hours in both compatible and incompatible situations [64] and being able to multiply transiently in the non-host plant *A. thaliana,* where the production of intracellular ROS occurs during this interaction [65]. Our results show that *E. amylovora* mVOCs are able to induce both phases of ROS production, being able to trigger both early and late production of H_2_O_2_. Moreover, NO accumulated when *A. thaliana* was challenged by *E. amylovora* mVOCs, and NO is known to crosstalk with other signaling pathways by modulating HR and triggering defense responses [62] and is induced by microbial elicitors [66]. 

### 3.4. E. amylovora mVOCs Regulate the Gene Expression of A. thaliana Seedlings

Having assessed the significant modulation in plant growth, early signaling, and production of ROS and NO, we performed a full genome transcriptomic analysis of *A. thaliana* responses to *E. amylovora* mVOCs. Seven-day-old *A. thaliana* seedlings grown in HSCC were used for gene microarray analysis in the presence (for 16 h) or absence of *E. amylovora*. 

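The array data came from 4 biological replicates, each hybridised on 1 two-colour array. On every array the Cy3 channel held RNA of unexposed control seedlings and the Cy5 channel held RNA of seedlings exposed to mVOCs, as both the methods and the array labels state. The exposure of 16 h is the paper's. Because the dyes were not exchanged on any array, a dye effect on a probe cannot be separated from the effect of exposure. Replicates 1 and 2 shared slide 1, whereas replicates 3 and 4 shared slide 2. For the labelling, the paper gives 500 ng of total RNA, while the array labels give 10 µg. The authors deposited the output of the scanner software for each array, which holds the median pixel intensity of 45220 spots in each channel and of the background around each spot, without normalization. Of these spots, 43803 were not controls, and they carried 43603 different probes. The median intensity of the non-control spots ranged between arrays from 344.5 to 413 in Cy3 and from 394 to 460 in Cy5, over a median local background of 52.5 to 55 in Cy3 and of 55 to 56 in Cy5. Between 74.2% and 76.4% of these spots were well above background in Cy3, and between 74.6% and 78.8% in Cy5. Saturated spots numbered 0. The number of arrays limits the precision of every value.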

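The deposited intensities were corrected for background with the normexp model and an offset of 50, and normalized within each array by loess. Control spots had no weight in loess and were then removed, spots marked by the scanner software as outliers were left out, and spots of the same probe were averaged. Each probe then had 1 log2 ratio per array, of Cy5 over Cy3, which is positive where the transcript was higher in mVOC-exposed seedlings. Log2 ratios were tested against 0 with limma, and p-values were adjusted by the Benjamini-Hochberg method over all probes tested. Across probes, which are not independent replicates, log2 ratios of pairs of arrays correlated with r between 0.448 and 0.715. The offset brings the ratios of dim probes closer to 0. In simulated data with the intensities of these arrays and 200 changed probes, the slope of the fitted on the true log2 ratio was 0.728, and it was 0.949 for changed probes above 200 units of intensity. Simulated signals never lay far below their local background, so the wide background model of replicate 4, described next, could not arise. Changed probes were drawn at random, so these slopes need not hold for the probes the paper selected. On replicate 4, 8 spots had a local background above 100 units, reaching 59573 in Cy3, against a maximum of 69 in Cy3 on the other arrays. With these spots in the background model, the fitted SD of its background was 423 in Cy3, and 0.976 once spots marked for non-uniform background were left out, an alternative chosen after the values had been seen. The log2 ratios of replicate 4 had an SD of 0.112 over all probes, against 0.155 to 0.187 on the other arrays. Without the marked spots the SD of replicate 4 was 0.167, so values over all 4 arrays are pulled towards 0 by this replicate.

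**Figure D1:**
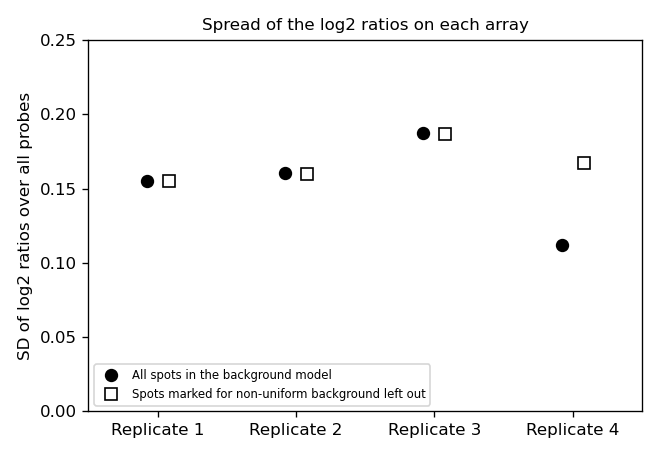
SD of the log2 ratios over all probes (vertical axis, log2 units) on each replicate array (horizontal axis), with all spots in the background model (filled circles) and with spots marked for non-uniform background left out (open squares). The filled circle of replicate 4 lies at 0.112 and its open square at 0.167, while both symbols lie close together on the other arrays.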

Analysis was performed in the full seedlings using an *A. thaliana* gene expression microarray 4 × 44 K (G2519, Agilent Technologies). Out of 43,663 analyzed genes, 8934 had a *p* < 0.05, and 155 of those showed a fold change difference relative to the control ≥2 or ≤0.5 (see Supplementary Dataset S1) and were used for further analyses. 

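Among 43603 probes tested, 13832 had an unadjusted p below 0.05, and 15 of these also had a fold change of at least 2 or at most 0.5. After Benjamini-Hochberg adjustment in limma, 7939 probes had p below 0.05, including all 15 past the fold criterion. Of the 15 probes, 14 were lower and 1 was higher in mVOC-exposed seedlings. The probe that rose belongs to AT3G28220, with a log2 ratio of 1.36 ± 0.20 (SD, n = 4, adjusted p = 1.36e-07). The lower probes include 3 of the AT5G66400 locus, and those of *CRU3*, *SESA5*, *LEA7*, AT3G02480, AT4G33467, AT5G05220, AT2G42560 and AT5G50360, and a second probe of AT5G04120. The largest change in the count past both criteria came from the log ratio computed by the scanner software itself, which includes background subtraction and lowess normalization. Under it 18806 probes had an unadjusted p below 0.05, and 527 were past both criteria, of which 362 were higher and 165 lower. With median centring in place of loess, 90 probes were past both criteria, and 77 of them were higher. Plain background subtraction gave 201 probes, 130 higher and 71 lower. The same 15 probes were among those called by the scanner software's ratio and by plain subtraction, and 14 of them were among those called under median centring. With replicate 4 left out, 26 probes were past both criteria, 8 higher and 18 lower. With the marked background spots left out, 23 probes were, 6 higher and 17 lower. Testing 1 value for each of 29030 loci gave 9246 loci with an unadjusted p below 0.05 and 10 past both criteria. The adjusted calls depend on limma's sharing of variance between probes and on the offset. With an ordinary test, 6 probes had an adjusted p below 0.05, 1 of them past 2-fold. Without the offset, a setting chosen after results were seen, 20 had, 6 of them past 2-fold. Of the 90 genes and probes named here, 72 lost their adjusted call under the ordinary test.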

The list of DEGs satisfying the selection criteria along with the gene ontology functional categorization is reported in Supplementary Table S2 (see also Supplementary Figure S3).

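Dataset S1 as used here lists 154 of the paper's 155 probes, 84 with a higher and 70 with a lower paper value in mVOC-exposed seedlings. In the log2 ratios computed from the deposited intensities, all 154 probes had the sign given by the paper, and under median centring 114 of them had it. The paper selected these probes from the same arrays, so agreement in sign is not independent support of their direction. Of these probes, 126 had an unadjusted p below 0.05 and 10 were also past the fold criterion. Across these probes, which are not independent replicates, the slope of the log2 ratio on the log2 of the paper's fold change was 0.241 (r = 0.779). With the log ratio of the scanner software, the slope was 0.993 (r = 0.999) and 147 probes were past both criteria. On these arrays, 47 of the 154 probes were well above background in all 8 channel readings, and 24 were in 0 of 8. In the control channel 76 probes were not well above background on any array, as were 43 in the channel of mVOC-exposed seedlings, so their fold changes depend on the background correction. The locus name of the paper matched that of the array files for 144 probes, differed for 3 and was missing in the array files for 7.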

We then analyzed the protein–protein association and interaction of the DEGs in Table S2 using STRING [30], considering known, predicted, and other types of interactions. A functional association was evidenced by k-means clustering that allowed to identify groups of proteins that contribute jointly to a specific biological function. 

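All genes that Figure 7 shows or the text places in its clusters had a log2 ratio with the sign given by the text or, for genes the text does not name, by Dataset S1. This covered 10 genes in Figure 7I, 15 in Figure 7II, 3 in Figure 7III, 11 in Figure 7IV, 12 in Figure 7V, 4 in Figure 7VI and 6 in Figure 7VII. The adjusted p was below 0.05 for 9, 14, 3, 9, 9, 4 and 5 of these genes, respectively. Since the paper selected these genes from the same arrays, neither their signs nor their p-values are independent support. A change of at least 2-fold over the 4 arrays was found for 4 genes of Figure 7II, 1 of Figure 7III and 2 of Figure 7IV, and for 0 genes of the other clusters. Once the marked background spots were left out, the numbers were 1, 4, 2, 3, 1, 1 and 0. The 4 of Figure 7II include *RAB18*, by a probe that the array files assign to another locus than Dataset S1 does. Median centring turned the sign of AT1G27461 in Figure 7IV, of AT1G60570, AT2G19550 and AT5G63070 in Figure 7V and of *GOX2* in Figure 7VII. The probe of Dataset S1 was not well above background in one group on any array for 3 genes of Figure 7I, 1 of Figure 7II, 7 of Figure 7IV, 4 of Figure 7V and 2 of Figure 7VII. For these probes the fold change is given as a lower bound. It is a bound with respect to the background only and makes no allowance for the spread between arrays. Of these genes, *CYP71A13*, AT1G27461 and *GOX2* have another probe that was well above background in that group on at least 1 array. The bound sets the mean normalized log2 intensity of the brighter group, after loess and Aquantile, against the mean over arrays of the dimmer probe's own value or of the lowest value of any probe well above background, whichever was higher. It remains open to dye bias, and for *HSFA6A*, *CYP71A13* and AT2G19550, among others, it equals the fitted change.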

Seven clusters were obtained by analyzing all the genes listed in Table S2.

The first cluster is composed in general of defense genes and is made of a group of downregulated heat shock proteins and transcription factors and other upregulated proteins involved in pathogen response and detoxification (Figure 7I). 

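Among the heat shock genes, the heat shock factor *HSFA2* (AT2G26150) had a log2 ratio of -0.73 ± 0.28 (SD, n = 4, adjusted p = 9.28e-05). *BIP3* (AT1G09080) had a log2 ratio of -0.30 ± 0.18 (SD, n = 4, adjusted p = 0.00441), and AT1G71000 one of -0.45 ± 0.24 (SD, n = 4, adjusted p = 0.00116). *HSFA6A* (AT5G43840) was not well above background in mVOC-exposed seedlings. Its bound was 1.07-fold lower (adjusted p = 0.174), a difference not larger than the spread between arrays. Its adjusted p was 0.0474 with the marked background spots left out, and over all alternatives it ranged from 0.00453 to 0.494. For the pathogen response genes, the log2 ratio of *PR1* (AT2G14610) was 0.57 ± 0.26 (SD, n = 4, adjusted p = 0.000385) and that of *PCR1* (AT1G14880) was 0.85 ± 0.33 (SD, n = 4, adjusted p = 8.42e-05). The transporter *ABCG40* (AT1G15520) reached 0.95 ± 0.35 (SD, n = 4, adjusted p = 4.77e-05), with a range of 0.85 to 1.12 when each replicate was left out in turn. The probes that Dataset S1 gives for *CYP71A13* (AT2G30770) and *GSTU3* (AT2G29470) were not well above background in the controls and were at least 1.27-fold (adjusted p = 0.00337) and at least 1.29-fold higher (adjusted p = 0.00283). A second *CYP71A13* probe, well above background in both groups on 4 arrays, had a log2 ratio of 0.30 (adjusted p = 0.00709). Under the scanner software's ratio the log2 ratio of AT1G71000 was -1.18.
A list of 21 heat shock genes, fixed before the data were examined, had a median log2 ratio of -0.13. In this list 15 genes were lower, and 9 had an adjusted p below 0.05 over all loci and 9 when adjusted over the list alone. The paper selected 4 of its genes from these arrays. The list differed from the other loci (camera, adjusted p = 5.48e-06 over 8 lists). A list of 14 salicylate genes had a median of 0.023 and a mean of 0.13 (adjusted p = 0.0586), and 14 detoxification genes had a median of 0.065 (adjusted p = 0.0544), which did not pass the threshold. Under the scanner software's ratio the detoxification list had a median of 0.12 (adjusted p = 0.00716), and over all alternatives its adjusted p ranged from 0.000376 to 0.967. The salicylate list passed the threshold with fry (adjusted p = 0.00417), and over all alternatives its adjusted p ranged from 0.00164 to 0.371.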

Heat shock proteins and transcription factors are expressed in plants due to pathogenic interactions [67], and their expression has been reported to be induced through the accumulation of ROS [68]. Heat shock proteins 70 s have been shown to be involved in plant pathogen-associated molecular pattern-triggered immunity and effector-triggered immunity [69]. *BIP3* (*HSP70-13*) is classified as a marker gene of the *A. thaliana* unfolded protein response [70], and *BiP3* overexpression compromised immunity against *Xanthomonas oryzae* [71]. 

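*ATHSP22.0* (AT4G10250) had a log2 ratio of -0.26 ± 0.16 (SD, n = 4, adjusted p = 0.00784) and was lower in mVOC-exposed seedlings on all 4 arrays. Its probe was well above background in the controls on 4 arrays and in mVOC-exposed seedlings on 1 of 4. The values ranged from -0.40 in replicate 2 to -0.031 in replicate 4.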

Small heat shock proteins such as ATHSP22.0, which was downregulated by *E. amylovora* mVOCs, are involved in priming defense against necrotrophic fungi [72].

The second cluster is characterized by genes that are mostly downregulated. These include a group of late embryogenesis abundant proteins (AT2G18340, AT3G02480, AT3G17520, LEA4-5, and LEA7) (Figure 7II). 

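*LEA7* (AT1G52690) fell with a log2 ratio of -1.61 ± 0.061 (SD, n = 4, adjusted p = 2.55e-10) and AT3G02480 with one of -1.48 ± 0.19 (SD, n = 4, adjusted p = 3.47e-08), with the same direction on all 4 arrays. AT3G17520 had a log2 ratio of -0.80 ± 0.36 (SD, n = 4, adjusted p = 0.000198). For *LEA4-5* (AT5G06760) the log2 ratio was -0.45 ± 0.28 (SD, n = 4, adjusted p = 0.00201), and its probe was well above background in mVOC-exposed seedlings on 2 of 4 arrays. AT2G18340 was not well above background in either group on any array, so that no fold change is given, and its difference was not larger than the spread between arrays (adjusted p = 0.448). When each replicate was left out in turn, the log2 ratio of *LEA7* stayed between -1.64 and -1.59, whereas that of AT3G17520 ranged from -0.96 to -0.68. The scanner software's ratio gave a log2 ratio of -2.16 for *LEA4-5* and of -1.69 for *LEA7*.

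**Figure D2:**
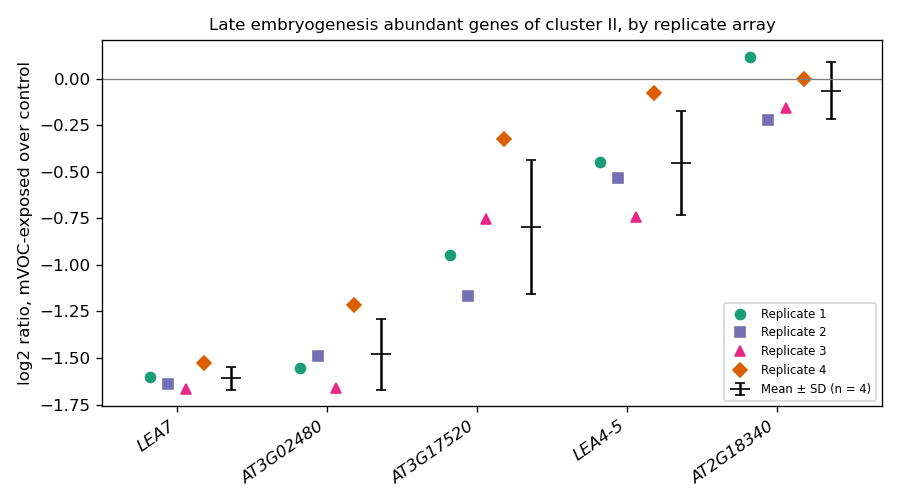
Log2 ratio of mVOC-exposed over control seedlings (vertical axis) of 5 late embryogenesis abundant genes (horizontal axis), with 1 symbol per replicate array and the mean ± SD over 4 arrays as a black bar. The 4 values of LEA7 lie between -1.67 and -1.53, while those of AT2G18340, which was not well above background, lie on both sides of 0.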

Late embryogenesis abundant (LEA) proteins accumulate to high levels during the late stage of seed maturation and in response to both abiotic and biotic stress, and they play a role in protecting plants from damage by protecting protein structure and binding metals under osmotic and oxidative stresses [73]. Some LEA proteins are involved in mitochondrial ROS signaling, impacting root development and pathogen responses [74]. The LEA5 group is also expressed in non-seed organs and was found to be induced by ABA treatment [75]. 

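The tryptophan-rich sensory protein gene *TSPO* (AT2G47770) had a log2 ratio of -0.91 ± 0.15 (SD, n = 4, adjusted p = 8.04e-07). The protein phosphatase genes *HAI2* (AT1G07430) and *HAI3* (AT2G29380) had log2 ratios of -0.40 ± 0.21 (SD, n = 4, adjusted p = 0.00137) and -0.25 ± 0.18 (SD, n = 4, adjusted p = 0.0113). The value of *HAI2* in replicate 4 (-0.088) stood apart from the other replicates, which lay between -0.51 and -0.49. *HAI3* did not pass the threshold without replicate 1 (adjusted p = 0.0791), and was well above background in mVOC-exposed seedlings on 3 of 4 arrays. *NCED3* (AT3G14440) had a log2 ratio of -0.48 ± 0.28 (SD, n = 4, adjusted p = 0.00143) and *LTI65* (AT5G52300) one of -0.56 ± 0.31 (SD, n = 4, adjusted p = 0.000913). A list of 26 ABA-responsive genes, of which the paper selected 10 from these arrays, had a median log2 ratio of -0.23, and 24 of its genes were lower. In this list, 19 genes had an adjusted p below 0.05 over all loci and 19 when adjusted over the list alone. The list differed from the other loci (camera, adjusted p = 2.82e-14 over 8 lists). Without the 10 genes of Dataset S1 the median was -0.13 (adjusted p = 5.22e-05).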

Downregulation of LEAs was associated with the downregulation of ABA-responsive genes, including two ABA-induced interacting protein phosphatases (*HAI2* and *HAI3*), a tryptophan-rich sensory protein-like protein (*TSPO*), a protein involved in ABA biosynthesis (*NCED3*), and a CAP160 protein (*LTI65*). HAI2 regulates seed dormancy by inhibiting ABA signaling [76] and has a functional role in ABA signaling and sugar tolerance in *A. thaliana* [77], whereas HAI3 plays a major role as a negative regulator of ABA signaling during early growth [78]. *AtTSPO* is targeted to the secretory pathway in plants, and expression of this gene may enhance ABA sensitivity [79]. TSPO was also associated with the induction of oxidative stress with a role in controlling redox homeostasis [80]. Finally, *NCED3* and *LTI65* were found to respond to isoprene, demonstrating that this VOC impacts ABA signaling at different tissue-specific, spatial, and temporal scales [81].

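The MAP kinase kinase gene *MKK7* (AT1G18350) was not well above background in mVOC-exposed seedlings and was at least 1.18-fold lower (adjusted p = 0.0133). It was lower on 3 of 4 arrays, with a log2 ratio of 0.0026 in replicate 4, and it did not pass the threshold without replicate 1 or 3 (adjusted p = 0.0514 at most). The probe that Dataset S1 gives for *RAB18* had a log2 ratio of -1.37 ± 0.49 (SD, n = 4, adjusted p = 2.53e-05). Its value in replicate 4 was -0.65, apart from -1.70, -1.53 and -1.62 in the other replicates. With the marked background spots left out, its log2 ratio was -1.64.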

MKK7, a MAP kinase kinase, and RAB18 are also present in this cluster. *MKK7* has previously been shown to negatively regulate *A. thaliana* polar auxin transport and positively regulate plant basal and systemic acquired resistance (SAR) [82]; moreover, the increased expression of this gene was responsible for polar auxin transport deficiency leading to plant architectural abnormality [83]. RAB proteins belong to the small GTP-binding proteins. In *A. thaliana,* they are active in their GTP-bound form, which is membrane-associated following post-translational lipid modifications, i.e., prenylation [84]. *A. thaliana RAB18* is a stress-inducible gene that is significantly activated by ABA [85]. 

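Dataset S1 assigns the *RAB18* probe to AT1G43890, whereas the array files assign it to AT5G66400, a locus whose RefSeq symbol is also *RAB18*. The array holds 4 probes of AT5G66400, and their log2 ratios were -1.91, -1.62, -1.37 and -0.22, with adjusted p-values of 4.77e-11, 2.55e-10, 2.53e-05 and 0.00361. For AT1G43890, the array files name 3 probes, with log2 ratios of -0.16 (adjusted p = 0.0247), -0.065 (adjusted p = 0.318) and -0.017 (adjusted p = 0.826). Both loci were measured above background in the 2 groups on all 4 arrays. The fall of the *RAB18* probe, -1.37, goes with the AT5G66400 probes at -1.91 and -1.62. It exceeds that of every AT1G43890 probe, which argues against AT1G43890 as its source. The AT5G66400 probe at -0.22 did not share this fall.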

The only upregulated gene in this cluster is *RSL1*, which encodes a functional E3 ubiquitin ligase and whose overexpression alters hormonal responses in seed and vegetative tissues [86]. 

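*RSL1* (AT2G26130) had a log2 ratio of 0.45 ± 0.24 (SD, n = 4, adjusted p = 0.00128) and was higher on all 4 arrays. The 14 other genes of this cluster had negative log2 ratios. Among them, AT5G50360 had a log2 ratio of -1.05 ± 0.44 (SD, n = 4, adjusted p = 9.41e-05) and *PUB19* (AT1G60190) one of -0.37 ± 0.22 (SD, n = 4, adjusted p = 0.00257). The *PUB19* probe was well above background in mVOC-exposed seedlings on 1 of 4 arrays.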

Overexpression of *RSL1* was found to reduce ABA sensitivity [87] (Figure 7, central left light green cluster). 

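The late embryogenesis abundant gene AT2G42560 had a log2 ratio of -1.05 ± 0.47 (SD, n = 4, adjusted p = 0.000151). In replicate 4 it was -0.35, apart from the other replicates, which ranged from -1.34 to -1.20. With the marked background spots left out, its log2 ratio was -1.30. The oleosin-like gene AT2G25890 had a log2 ratio of 0.36 ± 0.25 (SD, n = 4, adjusted p = 0.00474), and *QQS* (AT3G30720) had one of 0.96 ± 0.32 (SD, n = 4, adjusted p = 2.4e-05). Both were higher on all 4 arrays.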

The above-described cluster is linked to a small cluster including a downregulated late embryogenesis abundant gene (*AT2G42560*) and two upregulated genes (an oleosin-like protein, *AT2G25890*, and a negative regulator of starch metabolic process, *QQS*) (Figure 7III). 

A strong downregulation was found for several seed storage albumins (*SESA1*, *SESA2*, *SESA3*, and *SESA5*) (Figure 7IV) that were clustered along with cruciferins (*CRU2* and *CRU3*). 

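The 2S albumin gene *SESA5* (AT5G54740) was not well above background in mVOC-exposed seedlings on any array and was at least 3.19-fold lower than in controls (adjusted p = 0.000306). *SESA1* (AT4G27140) was at least 1.42-fold lower (adjusted p = 0.00118) and *SESA3* (AT4G27160) at least 1.11-fold lower (adjusted p = 0.0393), with the same limit. *SESA3* was well above background in the controls on 2 of 4 arrays, and did not pass the threshold without replicate 1, 2 or 3 (adjusted p = 0.136 at most). *SESA2* (AT4G27150), well above background in mVOC-exposed seedlings on 1 of 4 arrays, had a log2 ratio of -0.69 ± 0.39 (SD, n = 4, adjusted p = 0.000814). The cruciferin gene *CRU3* (AT4G28520) was measured in both groups and had a log2 ratio of -1.82 ± 0.85 (SD, n = 4, adjusted p = 0.000141). A second *CRU3* probe, which was well above background on 3 of 4 arrays, had a log2 ratio of -0.072 (adjusted p = 0.287). *CRU2* (AT1G03880) was at least 1.13-fold lower (adjusted p = 0.0378), was well above background in the controls on 1 of 4 arrays, and did not pass the threshold without replicate 1, 2 or 3 (adjusted p = 0.145 at most). For *SESA2*, *SESA5* and *CRU3*, replicate 4 stood apart from the others, with log2 ratios of -0.10, -0.40 and -0.55. With the marked background spots left out, replicate 4 gave -0.88, -2.09 and -2.06, and the log2 ratio of *CRU3* over the 4 arrays was -2.21. Under the scanner software's ratio, the log2 ratio of *CRU3* was -3.54 and that of *SESA2* -3.00.

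**Figure D3:**
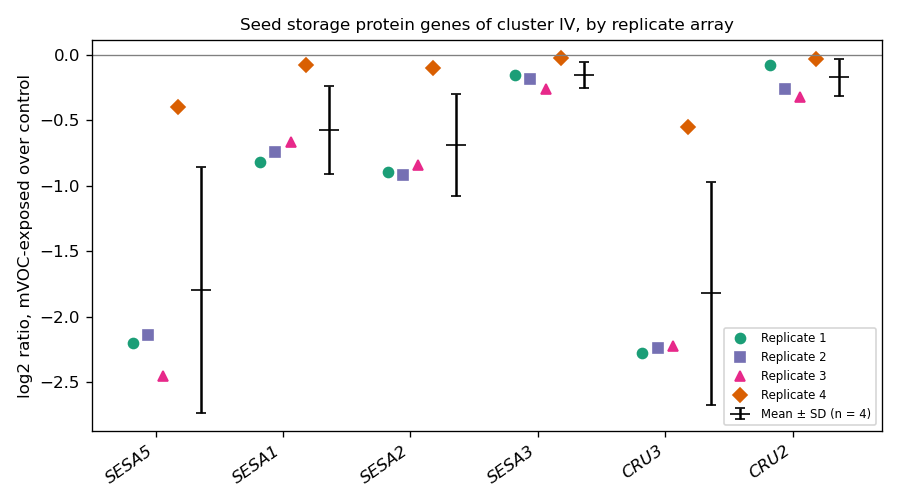
Fitted log2 ratio of mVOC-exposed over control seedlings (vertical axis) of 6 seed storage protein genes (horizontal axis), with 1 symbol per replicate array and the mean ± SD over 4 arrays as a black bar. SESA1, SESA3, SESA5 and CRU2 were not well above background in mVOC-exposed seedlings. The orange symbols of replicate 4 lie closest to 0 for each gene, for instance at -0.40 for SESA5.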

*A. thaliana* contains two predominant classes of seed storage proteins: napin-type albumins referred to as 2S albumin or arabin [88], including SESA1, SESA2, SESA3, and SESA5, and legumin-type globulins referred to as 12S globulin or cruciferin [89], including CRU2 and CRU3. In general, ABA plays a critical role in the regulation of seed maturation [90] and seed storage genes [91]. *SESA5*, the most downregulated gene in our analysis, is upregulated by ABA [92]. 

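Since *SESA5* was not well above background in mVOC-exposed seedlings, only a lower bound of its fall is known (at least 3.19-fold), and its rank among the genes that fell cannot be read from these arrays. Its fitted log2 ratio was -1.80, and it depends on the background correction, with -2.26 when replicate 4 was left out, -4.79 with plain background subtraction, -1.90 with median centring and -5.93 with the ratio of the scanner software. The lowest log2 ratios of probes measured in both groups were -1.91 for a probe of AT5G66400 and -1.82 for the *CRU3* probe.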

A cupin family protein (PAP85), which encodes a vicilin-like seed storage protein, is under the control of ABA [93] and was also downregulated, as were a hydroxysteroid dehydrogenase that responds to ABA (*HSD1*) [94] and a glycine-rich protein (*AT5G35660*) and a plant thionin (*AT2G15010*), which are involved in plant defense [95]. 

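The vicilin-like gene *PAP85* (AT3G22640) was at least 1.13-fold lower (adjusted p = 0.0326) and was well above background in the controls on 3 of 4 arrays and in mVOC-exposed seedlings on 0. It did not pass the threshold without replicate 1 or 3 (adjusted p = 0.163 at most). *HSD1* (AT5G50600), with the same limit in mVOC-exposed seedlings, had a bound of 1.1-fold lower, but its adjusted p of 0.0714 did not pass the threshold. It did so with the marked background spots left out (adjusted p = 0.00775), and over all alternatives the adjusted p ranged from 0.000962 to 0.303. The glycine-rich protein gene AT5G35660 had a log2 ratio of -0.96 ± 0.40 (SD, n = 4, adjusted p = 9.29e-05), while a second probe of this locus had one of -0.16 (adjusted p = 0.0344). The thionin gene AT2G15010 was not well above background in either group on any array, so that no fold change is given. Its adjusted p was 0.0278, and it did not pass the threshold without replicate 1, 2 or 3 (adjusted p = 0.111 at most).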

The only upregulated gene in this cluster codes for an uncharacterized protein (*AT1G27461*) that functions in DNA binding and is involved in seed dormancy [96]. 

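The AT1G27461 probe of Dataset S1 was not well above background in the controls and was so in mVOC-exposed seedlings on 1 of 4 arrays. Its bound was 1.07-fold higher, with an adjusted p of 0.0905 that did not pass the threshold. The adjusted p was 0.0306 with the marked background spots left out, and over all alternatives it ranged from 0.00919 to 0.51. Under median centring its log2 ratio was -0.078. A second probe of this locus, well above background in the controls on 1 of 4 arrays and in mVOC-exposed seedlings on 3, had a log2 ratio of 0.13 (adjusted p = 0.0865).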

Another cluster (Figure 7V) gathers proteins that are coded by both up and downregulated genes. 

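The probe of AT3G25810 was not well above background in either group on any array, and its difference was not larger than the spread between arrays (adjusted p = 0.64). A second probe of this locus had the opposite sign, with a log2 ratio of 0.11 (adjusted p = 0.134), also without signal well above background. AT3G20160 was measured in both groups on 4 arrays and had a log2 ratio of -0.56 ± 0.29 (SD, n = 4, adjusted p = 0.000679).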

Downregulation occurred for genes coding for terpene synthases: *AT3G25810*, that catalyzes the formation of eight monoterpenes from geranylpyrophosphate [97]; and *AT3G20160*, which encodes an active geranylgeranyl pyrophosphate synthase and is expressed in roots [98]. Downregulation occurred also for *AT3G58390*, a eukaryotic release factor protein that suppresses non-stop decay (NSD) and no-go decay (NGD) translation-coupled RNA quality control systems [99], and for *AT5G04120*, a phosphoserine phosphatase that forms serine from L-*O*-phosphoserine [100]. 

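AT5G04120 had a log2 ratio of -0.88 ± 0.32 (SD, n = 4, adjusted p = 5.21e-05) with the probe of Dataset S1. Replicate 4 gave -0.40, apart from values between -1.05 and -1.02 in the other replicates. A second probe of the locus had a log2 ratio of -1.12 ± 0.14 (SD, n = 4, adjusted p = 1.36e-07). AT3G58390 was not well above background in either group on any array, its adjusted p was 0.0174, and it did not pass the threshold without replicate 1 or 2 (adjusted p = 0.0819 at most).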

Upregulated genes coded for 1-deoxy-D-xylulose 5-phosphate synthase (DXPS1), a protein that either does not have DXS activity or whose activity is not enough to support full-rate isoprenoid biosynthesis [101]. 

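*DXPS1* (AT3G21500) was measured in both groups on 4 arrays. Its log2 ratio was 0.76 ± 0.37 (SD, n = 4, adjusted p = 0.000356), with values of 0.87, 1.00, 0.95 and 0.20 in replicates 1 to 4.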

Upregulation was also found for proteins involved in galactose oxidase (*AT1G60570*), pyruvate kinase (*AT4G26390*), alpha/beta-hydrolases (*AT2G19550*), a cysteine-rich secretory protein (*AT1G50060*), a ribosomal protein (*AT5G63070*), and a ubiquitin (*UBQ9*). 

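The cysteine-rich secretory protein gene AT1G50060 had the largest measured rise of this group, with a log2 ratio of 0.83 ± 0.37 (SD, n = 4, adjusted p = 0.000178). The pyruvate kinase gene AT4G26390, well above background in the controls on 1 of 4 arrays, had a log2 ratio of 0.24 ± 0.16 (SD, n = 4, adjusted p = 0.0109) and did not pass the threshold without replicate 1 (adjusted p = 0.0794). The other genes were not well above background in the controls. *UBQ9* (AT5G37640) was at least 1.19-fold higher (adjusted p = 0.00779) and AT5G63070 at least 1.14-fold higher (adjusted p = 0.0263). AT5G63070 did not pass the threshold without replicate 1, 2 or 3 (adjusted p = 0.113 at most), and its sign turned under median centring, where its log2 ratio was -0.00039 (adjusted p = 0.998). AT2G19550 and AT1G60570 had bounds of 1.06-fold and 1.04-fold higher, but their adjusted p-values of 0.192 and 0.383 did not pass the threshold. Under median centring the log2 ratio of AT2G19550 was -0.092 and that of AT1G60570 was -0.15. AT1G65570, also in Figure 7V, had a log2 ratio of 0.61 ± 0.31 (SD, n = 4, adjusted p = 0.000554).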

This latter cluster was linked to a small cluster (Figure 7VI) characterized by transcripts of downregulated genes including *BSMT1*, which is involved in methyl salicylate biosynthesis [102] and is necessary for SAR signaling [103]; and *ELI3-2,* an aromatic alcohol:NADP^+^ oxidoreductase (benzyl alcohol dehydrogenase) involved in response to stress and lignin biosynthesis [104,105]; and two upregulated genes: *JAO4*, a jasmonic acid-coregulated 2-oxoglutarate dependent oxidase that is involved in response to biotic stress [106]; and *JOX3,* which has the ability to lower the jasmonate metabolism in vivo [107]. 

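*BSMT1* (AT3G11480) had a log2 ratio of -0.76 ± 0.40 (SD, n = 4, adjusted p = 0.000506) and *ELI3-2* (AT4G37990) one of -0.71 ± 0.23 (SD, n = 4, adjusted p = 5.05e-05). *JAO4* (AT2G38240) had a log2 ratio of 0.67 ± 0.35 (SD, n = 4, adjusted p = 0.000535). For *JOX3* (AT3G55970) it was 0.96 ± 0.47 (SD, n = 4, adjusted p = 0.000255), with 0.26 in replicate 4, apart from values between 1.15 and 1.25 in the others. *JOX3* without the marked background spots had a log2 ratio of 1.16. All 4 genes were measured in both groups on every array. A list of 17 jasmonate genes, of which the paper selected 3 from these arrays, had a median log2 ratio of 0.10 and differed from the other loci (camera, adjusted p = 0.000496 over 8 lists). In this list 3 genes were lower, and 8 had an adjusted p below 0.05 over all loci and 11 when adjusted over the list alone.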

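AT1G12805 had a log2 ratio of 0.41 ± 0.26 (SD, n = 4, adjusted p = 0.00269), and a second probe of this locus had one of 0.47 (adjusted p = 0.00159). *EXPA2* (AT5G05290) was well above background in the controls on 2 of 4 arrays and had a log2 ratio of 0.35 ± 0.22 (SD, n = 4, adjusted p = 0.00364).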

Finally, the last cluster (Figure 7VII) was composed of upregulated genes coding for nucleotide-binding protein (AT1G12805) and EXPA2, the latter is an α-expansin that plays a key role in controlling seed germination through gibberellic acid signaling [108]. 

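The *GOX2* (AT3G14415) probe of Dataset S1 was not well above background in the controls and was so in mVOC-exposed seedlings on 1 of 4 arrays. Its bound was 1.04-fold higher, and the difference was not larger than the spread between arrays (adjusted p = 0.379). The probe was higher on 3 of 4 arrays, and under median centring the log2 ratio of *GOX2* was -0.13. A second *GOX2* probe, measured in both groups on 4 arrays, had a log2 ratio of -0.034 (adjusted p = 0.731).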

Upregulation was also found for *GOX2*, which was found to be highly induced by programmed cell death and plays a role in the interplay between soluble sugars and ROS [109]. 

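AT4G33905 had a log2 ratio of -0.61 ± 0.33 (SD, n = 4, adjusted p = 0.000744) and was measured in both groups on 4 arrays. *GASA3* (AT4G09600) was not well above background in mVOC-exposed seedlings and was at least 1.17-fold lower (adjusted p = 0.0116).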

Downregulation occurred for *AT4G33905*, which codes for a stress- and ABA-regulated peroxisomal membrane protein [110]; and for *GASA3*, which codes for a GAST1 protein homolog 3 that responds to gibberellins [111]. The latter is linked through LEA7 and PAP85 to two other clusters. Finally, a type 4 metallothionein (*AtMT4a*) that is involved in regulating Zn ion accumulation in the late embryo and in controlling early seedling growth [112] is linked through PAP85 to the seed storage cluster (green cluster).

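*AtMT4a* (AT2G42000) was not well above background in either group on any array, so that no fold change is given. Its log2 ratio was negative on 4 of 4 arrays (adjusted p = 0.0445), and it did not pass the threshold without replicate 1, 2 or 3 (adjusted p = 0.221 at most).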

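*DAU2* (AT5G39650) was not well above background in the controls and was at least 1.3-fold higher in mVOC-exposed seedlings (adjusted p = 0.00413). With the same limit in the controls, *THI2.1* (AT1G72260) was at least 1.16-fold higher (adjusted p = 0.03), but it did not pass the threshold without replicate 1 or 2 (adjusted p = 0.174 at most). AT4G30064, which Dataset S1 names LCR61, had a bound of 1.1-fold higher, but its adjusted p of 0.0748 did not pass the threshold. Under median centring the log2 ratio of LCR61 was -0.056. AT5G24080 was measured in both groups on 4 arrays and had a log2 ratio of -0.41 ± 0.21 (SD, n = 4, adjusted p = 0.00132).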

With regards to the other DEGs of Table S2 that were not clustered in the String analysis, a strong upregulation was found for *DAU2*, which is involved in gamete interaction that leads to correct double fertilization [113], and several genes expressed in the extracellular region involved in: response to oxidative stress and regulated by JA (*THI2.1*) [114], defense response to the bacterium (*LCR6*) and to ABA (*AT5G24080*). Among the downregulated DEGs, some were involved in response to ABA and a few in defense response. With regards to DEGs responding to ABA, *AT5G05220* is also a hydrogen peroxide-inducible protein [115], whereas *AT5G45630* responds to ABA and salicylic acid and is modulated by bacterial infection [116]. 

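AT5G05220 had a log2 ratio of -1.12 ± 0.60 (SD, n = 4, adjusted p = 0.000397), with -0.27 in replicate 4 and values between -1.64 and -1.20 in the other replicates. A second probe of this locus had a log2 ratio of -0.78 (adjusted p = 0.000814). AT5G45630 had a log2 ratio of -0.35 ± 0.25 (SD, n = 4, adjusted p = 0.00567).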

Among defense genes, *DIP2* is involved in viral resistance [117], whereas *AT4G03480* is an ankyrin repeat-containing protein that mediates protein–protein interactions [118]. 

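*DIP2* (AT5G03210) had a log2 ratio of -0.88 ± 0.35 (SD, n = 4, adjusted p = 8.64e-05) and was measured in both groups on all 4 arrays. AT4G03480 was well above background in the controls on 1 of 4 arrays and in mVOC-exposed seedlings on 0. It was at least 1.12-fold lower (adjusted p = 0.0194) and did not pass the threshold without replicate 1, 2 or 3 (adjusted p = 0.0774 at most).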

Validation of microarray data was done by selecting three of the most downregulated genes (*SESA1*, *SESA2,* and *SESA3*), which were evaluated in a time-course experiment. A hormetic trend was found for all genes, with peaks of expression at 9 and 12 h (Supplementary Figure S4).

### 3.5. E. amylovora mVOCs Modulate Auxin Efflux Carriers PIN1 and PIN3 of A. thaliana Roots

*E. amylovora* mVOCs were found to enhance plant productivity and modulate root morphology of exposed *A. thaliana* seedlings. Therefore, because auxin plays a key regulatory role in plant growth and root morphology [119], we assayed the gene expression and localization of components of the auxin efflux machinery mediating polar auxin transport, PIN1 and PIN3 [120]. PIN1 mainly resides at the basal end of the vascular cells and regulates root hair initiation areas in the root epidermal cells [121] (see Figure 8C), while PIN3 is localized without polarity in the columella cells, predominantly basally in vascular cells, and laterally in pericycle cells of the elongation zone [122] (see Figure 8E). GUS staining of transgenic plants carrying the PIN1::GUS construct in the root meristem region of plants exposed to *E. amylovora* mVOCs for 16 h (Figure 8B) shows a higher staining in the vascular cells above the quiescence center with respect to control unexposed roots (Figure 8A). In PIN3::GUS mutants, we found a stronger expression in the lateral root cap in mVOCs-treated plants (Figure 8E) with respect to controls (Figure 8D).

We then evaluated the gene expression of *PIN1* (*AT1G73590*) and *PIN3* (*AT1G70940*) in the roots and shoots of control and mVOC-exposed *A. thaliana* seedlings in time-course experiments. Although the upregulation of *PIN1* and *PIN3* was not above two-fold with respect to controls, at early times of exposure root and leaf *PIN1* and root *PIN3* were significantly downregulated. The expression of root *PIN1* increased with time of exposure to mVOCs with respect to controls (Figure 9), whereas in leaves the highest fold change was found after 9 h. The same trend was observed for root *PIN3* gene expression, but leaves did not show significant upregulation (Figure 9).

Intercellular transport of auxin is essential for root morphogenesis, and here we showed that expression of *A. thaliana* PIN1 and PIN3 auxin transporters is enhanced by exposure to *E. amylovora* mVOCs. Biotic stress has been shown to alter PIN expression [123], and root-interacting beneficial and pathogenic microorganisms utilize auxin and its target genes to manipulate the performance of their hosts for their own needs [124,125]. Increased auxin levels caused by plant–bacterial interactions have been shown to alter root morphology and increase plant resistance to abiotic stress [126]. Although the upregulation of *PIN1* and *PIN2* was not so evident (fold-change below 2), a clear increasing trend in their gene expression was observed with time upon exposure to mVOCs.

Very recently, a link between ROS and both auxin distribution and the response has been observed in *A. thaliana* roots, with ROS production being necessary for orchestrating cell division and auxin flux during root development [127]. Therefore, our results confirm that ROS signaling is involved in auxin efflux during *A. thaliana’s* perception of *E. amylovora* mVOCs.

### 3.6. E. amylovora Synthetic mVOCs 1-nonanol and 1-dodecanol Alter Morphology and Induce Oxidative Stress in A. thaliana Seedlings

Although we are aware that evaluating identified mVOCs individually using their synthetic versions may miss VOC combinations that work synergistically [19], we tested two molecules identified in *E. amylovora* mVOCs and listed in Table 1: 1-nonanol and 1-dodecanol, and evaluated their role in plant morphology and ROS gene expression.

Eight-day-old *A. thaliana* seedlings were exposed to either 1-nonanol or 1-dodecanol at 20 µg, 50 µg, and 100 µg for 72 h, and the root length was measured before and after exposure to the synthetic mVOCs. These concentrations were considered by referring to literature data [13,14]. DMSO was used as a solvent. No significant difference was found among controls treated with DMSO. After 72 h exposure to either 1-nonanol or 1-dodecanol, we observed an induction of root growth (*p* < 0.05) when the synthetic molecules were used at 20 µg and 50 µg, whereas no significant differences were found for either of them at 100 µg (Figure 10). 

As reported above, 1-nonanol was found to be associated with *A. thaliana* lateral root formation, suggesting a participation via jasmonic acid (JA) signaling [31], and our results confirm its promoting action on *A. thaliana* roots. We also measured the density of secondary root production, and we noticed a significant increase in secondary root emission (see Supplementary Figures S6 and S7).

Because we showed that auxin is involved in root mVOC response and considering that ROS are involved in cell division and auxin flux during primary and secondary root development [125], we assessed the expression of some key genes coding for enzymes involved in ROS production. We quantified the expression of the respiratory burst oxidase homolog *RBOHH*, which codes for a plasma membrane-located NADPH oxidase that produces the superoxide anion (O_2_^•−^), and of Cu/Zn-superoxide dismutase 1 (*SOD1*), which codes for a protein that reduces O_2_^•−^ to H_2_O_2_ [128]. The latter molecule is detoxified to water by a number of scavenging enzymes, including catalase (*CAT1*), ascorbate peroxidases (*APX1*), and anionic peroxidase (*PER4*) [129,130].

In roots exposed to 1-nonanol (Figure 11A), *RBOHH* was downregulated at all 1-nonanol concentrations, whereas the other genes did not show a regulation higher than 2 folds, with the exception of *SOD1,* which was downregulated by exposing roots to 50 µg 1-nonanol. Shoots exposed to both 20 µg and 100 µg 1-nonanol always showed a strong gene downregulation, particularly for *RBOHH* (Figure 11B). Interestingly, exposure to 50 µg 1-nonanol strongly upregulated the tested genes, with *CAT1* being the most upregulated (Figure 11B). Exposure to 1-dodecanol always downregulated *RBOHH* and showed for the other genes an upregulation at 20 µg and 100 µg and the same response as controls at 50 µg (Figure 11B). Finally, shoots exposed to 1-dodecanol showed a strong downregulation for *RBOHH* at all concentrations and no significant variations with respect to controls for almost all genes, with the exception of *PER4,* which was upregulated by 50 µg and 100 µg 1-dodecanol. 

A direct comparison of the effects of the two synthetic mVOCs indicates a common downregulation of *RBOHH* at all tested concentrations. This gene is regulated by cytosolic calcium and protein phosphorylation, and its H_2_O_2_ production was found to dampen growth rate oscillations [131]; furthermore, some RBOHs have been found to activate ROS signaling [132]. Another common response is the lower regulation in roots with respect to shoots (see the different scales of Figure 11A,C vs. Figure 11B,D), with shoots appearing more sensitive to the presence of the synthetic mVOCs. A stronger root response was found for *SOD1* in roots exposed to 1-dodecanol (Figure 12C) with respect to 1-nonanol (Figure 12A). SOD1 is cytosolic [133], and the overexpression of *SOD1* increases the tolerance to pathogens in many plant species, including *A. thaliana* [134,135]. Shoots of seedlings exposed to both synthetic mVOCs show a strong upregulation of *PER4*, and the same occurred in roots exposed to 1-dodecanol. NO production activates the transcription of the defense-related gene *PER4,* which is putatively located in the endomembrane system and involved in the mechanisms underlying *A. thaliana* basal resistance to the phytopathogen *Botrytis cinerea* [136]. *CAT1* was strongly upregulated in shoots exposed to 1-nonanol, and in *A. thaliana* mutants with increased levels of ROS, CAT1 activity was found to partially rescue growth [137]. Although APX1, an important defense enzyme, protects plant cells from disease agents via systemic acquired resistance [138], its regulation was almost always similar in controls and plants exposed to the synthetic mVOCs. 

## 4. Conclusions

By using the model system HSCC, we showed that the phytopathogen *E. amylovora* emits mVOCs that are able to enhance *A. thaliana* growth and trigger cascades of both early and late events. The complex blend of mVOCs included volatile hydrocarbons, alkenes, alkanols, and alkanals, including 1-nonanol and 1-dodecanol that we tested as synthetic molecules. The results of this work show that the interactions between *E. amylovora* mVOCs and *A. thaliana* result in morphological and molecular changes. Perception of mVOC by *A. thaliana* was found both in roots and shoots, with the activation of early signaling events including cation channels (Ca^2+^ and K^+^) activity and plasma membrane (Vm) depolarization. These signaling pathways triggered a strong oxidative burst that was caused by the increased levels of both H_2_O_2_ and NO. Transcriptomic analyses allowed to identify hundreds of DEGs that were further processed by protein–protein association and interaction revealing the presence of genes responding to phytohormones, with particular reference to ABA, gibberellic acid, and auxins, the latter being associated with the modulated root morphology and growth. 

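For auxin, a list of 13 response and transport genes, fixed before the data were examined, had a median log2 ratio of 0.011 and did not differ from the other loci (camera, adjusted p = 0.901 over 8 lists). Of these genes 5 were lower, and 3 had an adjusted p below 0.05 over all loci and 4 when adjusted over the list alone. Dataset S1 holds 0 of them. The sign of the auxin median turned without replicate 2 (-0.00023) and without replicate 4 (-0.0014), as it did within slide 1 (-0.00058), a setting chosen after the data were seen, and fry gave a downward direction (adjusted p = 0.950). A list of 15 hypoxia genes, of which 6 were lower, had a median of 0.011 (adjusted p = 0.124), with 5 genes past an adjusted p of 0.05 over all loci and 6 when adjusted over the list alone. The lists of ABA-responsive, heat shock, jasmonate and dry seed genes passed the threshold with a preset inter-gene correlation of 0.01. The same 4 lists passed it with the rotation test fry, as did those of salicylate (adjusted p = 0.00417) and hypoxia (adjusted p = 0.0110). With a correlation estimated from the data, 0 of 8 lists passed, and the smallest adjusted p was 0.115.

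**Figure D4:**
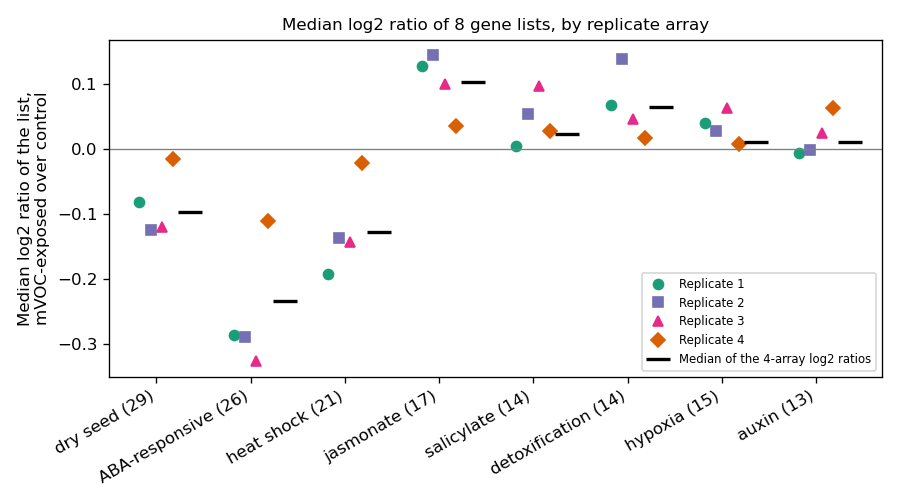
Median log2 ratio of mVOC-exposed over control seedlings (vertical axis) of 8 gene lists (horizontal axis, number of genes in parentheses), with 1 symbol per replicate array. Black bars give the median over the genes' 4-array log2 ratios, -0.23 for the ABA-responsive and 0.011 for the auxin list.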

The increased plant growth was related to the strong downregulation of seed storage proteins and late embryogenic abundant proteins, suggesting that the bacterium mVOCs might play a role in the mobilization of plant reserves. 

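A list of 29 genes whose transcripts are stored in dry seeds (storage proteins, oleosins, late embryogenesis abundant proteins and seed regulators) had a median log2 ratio of -0.098, and 22 of its genes were lower. In this list 10 genes had an adjusted p below 0.05 over all loci and 13 when adjusted over the list alone. The list differed from the other loci (camera, adjusted p = 0.000477 over 8 lists), with medians of -0.082, -0.13, -0.12 and -0.016 on replicates 1 to 4. The paper selected 9 of its genes from these arrays, and the 20 others had a median of -0.039, which did not pass the threshold with camera (adjusted p = 0.185) and passed it with fry (adjusted p = 0.0477). With 7 genes at the lower bound of their change, the median of the list was -0.089. From the fall of the storage protein and late embryogenesis abundant transcripts beside the increased growth of the seedlings, the paper proposes that the mVOCs might play a role in the mobilization of plant reserves.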

We hypothesize that this could be a strategy by the microorganism to obtain a higher availability of resources. Finally, we tested two among the various mVOCs produced by *E. amylovora* (1-nonanol and 1-dodecanol), and we confirmed that they are effective in root promotion and in ROS production and scavenging. The differential modulation by the two molecules confirms the hypothesis that mVOCs act in a synergistic way and further studies are needed to assess the specific role of each individual mVOC composing the microbially emitted blend. However, it has to be considered that not all mVOC molecules, which have bioactive properties, may influence *A. thaliana* growth through the same mechanism and that a specific receptor might exist. In fact, some mVOCs could be transported into the cytoplasm through the plasma membrane, especially if they are present in the extracellular space in gaseous form. 

The scheme of Figure 12 summarizes the early and late events occurring in *A. thaliana* seedlings upon perception of *E. amylovora* mVOCs.

## Figures and Tables

**Figure 1:**
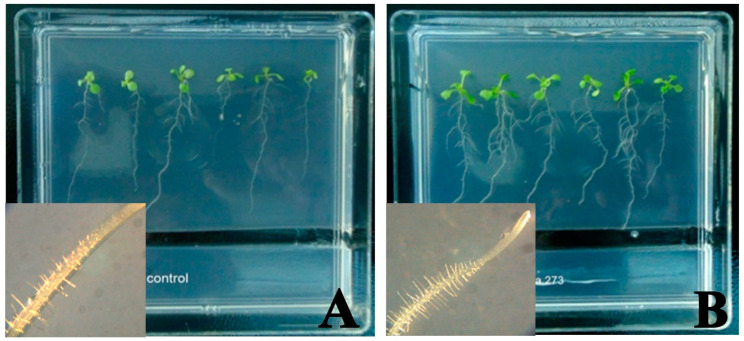
*Arabidopsis thaliana* seedlings responses to *Erwinia amylovora* mVOCs. (**A**) Control Petri capsule with only *A. thaliana* seedlings and the two culture media (the top one for plant and the bottom one for bacterial growth). The insect shows a typical root in control plants. (**B**) *A. thaliana* seedlings of the same age as (**A**) but exposed for 8 days to *E. amylovora* mVOCs. The inset shows a typical *A. thaliana* root exposed to mVOCs. The width of the Petri dish is 100 mm.

**Figure 2:**
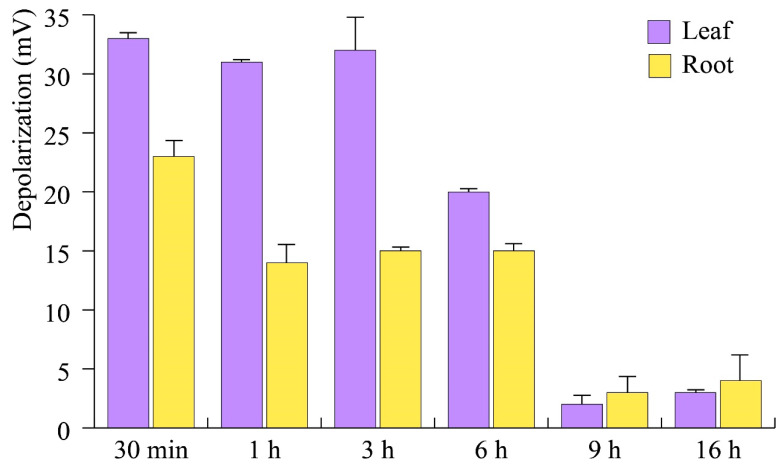
Plasma membrane potential (Vm) depolarization time course analysis in roots and leaves of *A. thaliana* seedlings exposed to *E. amylovora* mVOCs. Metric bars indicate standard deviation.

**Figure 3:**
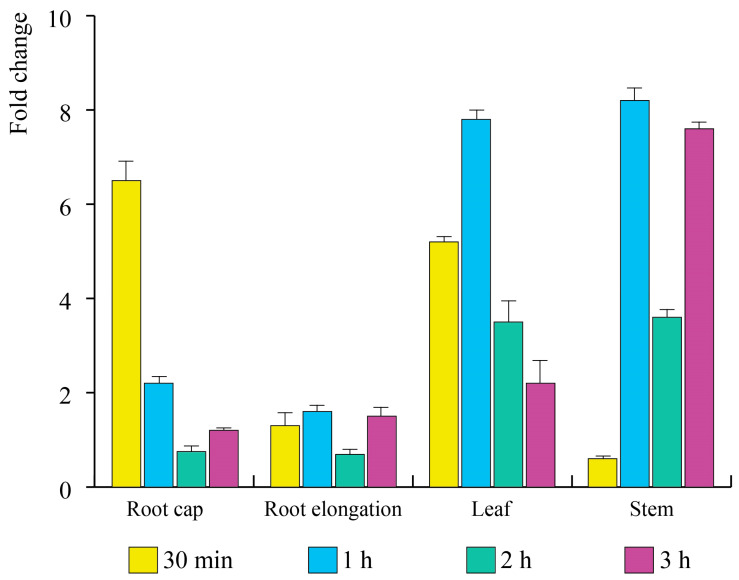
Time-course changes in [Ca^2+^]_cyt_ in roots and shoots of *A. thaliana* seedlings exposed to *E. amylovora* mVOCs. Values are expressed as the fold change between the fluorescence of treatments vs. controls (see Materials and Methods). Bars represent standard deviation.

**Figure 4:**
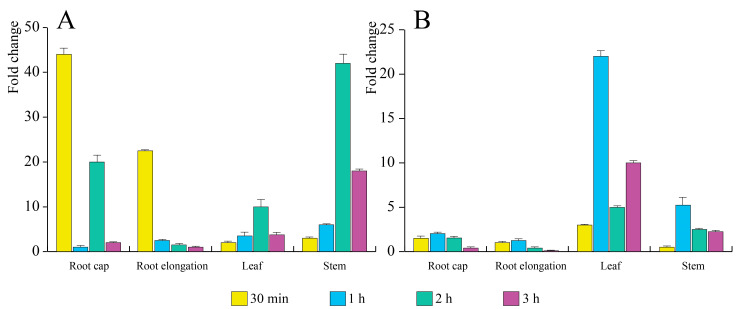
Time-course changes in (**A**) Voltage gated K^+^ channels (VGKC) and (**B**) Ligand gated/resting inward rectified channels (KG/RIRKC) in roots and shoots of *A. thaliana* seedlings exposed to *E. amylovora* mVOCs. Values are expressed as the fold change between the fluorescence of treatments vs. controls (see Materials and Methods). Bars represent standard deviation.

**Figure 5:**
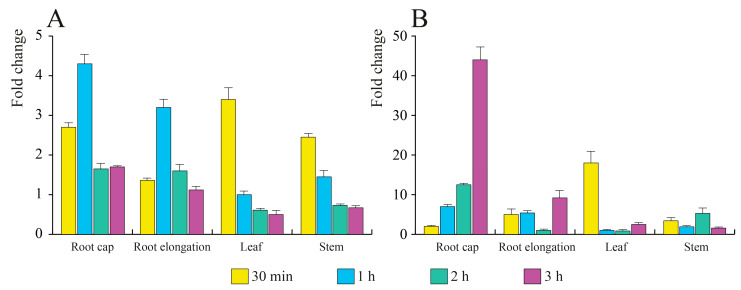
Time-course changes in ROS (**A**) and NO (**B**) in roots and shoots of *A. thaliana* seedlings exposed to *E. amylovora* mVOCs. Values are expressed as the fold change between the fluorescence of treatments vs. controls. Bars represent standard deviation.

**Figure 6:**
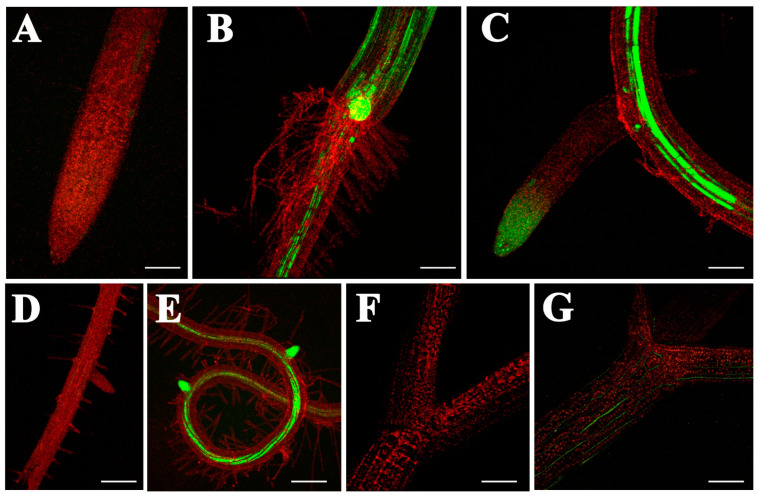
CLSM images of ROS (**A**–**C**) and NO (**D**–**G**) localization in *A. thaliana* seedlings upon exposure to *E. amylovora* mVOCs. (**A**) control root of a plant grown without the presence of mVOCs and stained with Amplex Red. (**B**) Yellow fluorescence of ROS and active peroxidases in a plant exposed for 6 h to mVOCs showing a portion of the junction between the root and the shoot, where the yellow fluorescence refers to the reaction of 10-acetyl-3,7-dihydroxyphenoxazine (Amplex Red) with H_2_O_2_, whereas the root and shoot tissues not reacting with Amplex Red are shown in bright red color. (**C**) Portion of a root exposed for 6 h to mVOCs showing the presence of a secondary root with a clear reaction with the dye Amplex Red both in the secondary root tip and in the vasculature of the main root. (**D**) Portion of a control root perfused with carboxy-2-phenyl-4,4,5,5-tetra-methylimidazolinone-3-oxide-1-oxyl (cPTIO), an NO scavenger, before being stained with 4,5-diaminofluorescein diacetate (DAF-FM DA) in plants exposed for 16 h to mVOCs. (**E**) Reaction of NO with DAF-FM DA in roots of plants exposed for 16 h to *E. amylovora* mVOCs; a bright yellow fluorescence indicates the reaction in the root vascular tissues and in the secondary root tips. (**F**) Control stems treated as in (**E**) but after 3 h exposure to mVOCs. (**G**) Vascular tissues of *A. thaliana* stems show an NO localization after 3 h of exposure to *E. amylovora* mVOCs. Metric bars: 250 µm.

**Figure 7:**
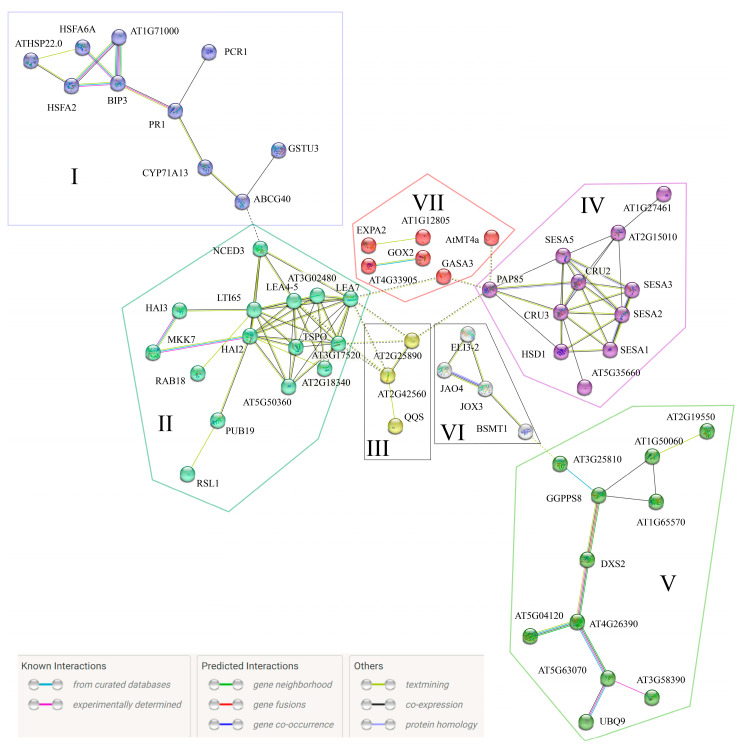
Association networks between proteins coded by the DEGs of Table S2 obtained with STRING [30]. Nodes indicate the different proteins. Associations are meant to be specific and meaningful, i.e., proteins jointly contribute to a shared function; this does not necessarily mean they are physically binding to each other. Color codes of known, predicted and other interactions are indicated at the bottom of the figure. Different node colors indicate proteins clustered by k-means clustering. Edges between clusters are indicated by dotted lines, and the confidence cutoff for showing interaction links has been set to “highest” (0.900). Roman numbers (**I**–**VII**) refer to the different clusters.

**Figure 8:**
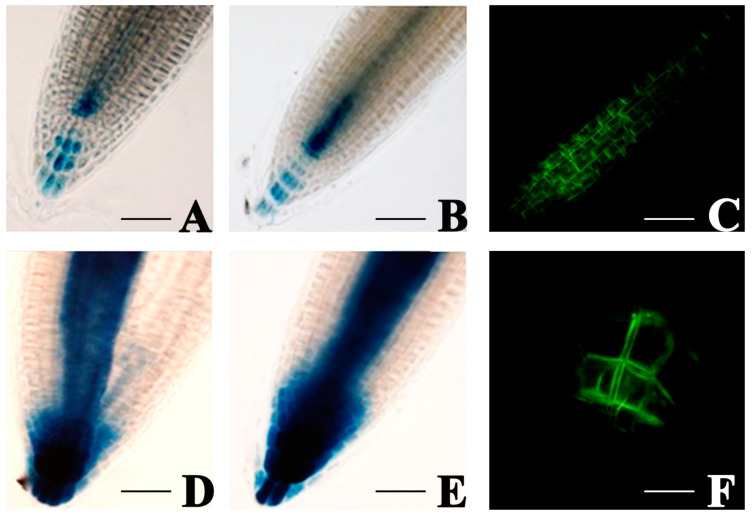
Localization of PIN1 (**A**–**C**) and PIN3 (**D**–**E**) efflux carriers in *A. thaliana* roots. (**A**) GUS staining of transgenic plants carrying PIN1::GUS construct efflux carriers in control roots; (**B**) GUS staining of transgenic plants carrying PIN1::GUS construct efflux carriers in roots exposed to *E. amylovora* mVOCs for 9 h; (**C**) CLSM of PIN1:GFP efflux carriers in roots exposed for 16 h to *E. amylovora* mVOCs; (**D**) GUS staining of transgenic plants carrying PIN3::GUS construct efflux carriers in control roots; (**E**) GUS staining of transgenic plants carrying PIN3::GUS construct efflux carriers in roots exposed to *E. amylovora* mVOCs for 9 h; (**F**) CLSM of columella localized PIN3:GFP efflux carriers in roots exposed for 9 h to *E. amylovora* mVOCs. (See also Supplementary Figure S5 for DR5::GUS, PIN1:GFP, and PIN3:GFP controls). Metric bars: (**A**–**E**), 200 µm; (**F**) 100 µm.

**Figure 9:**
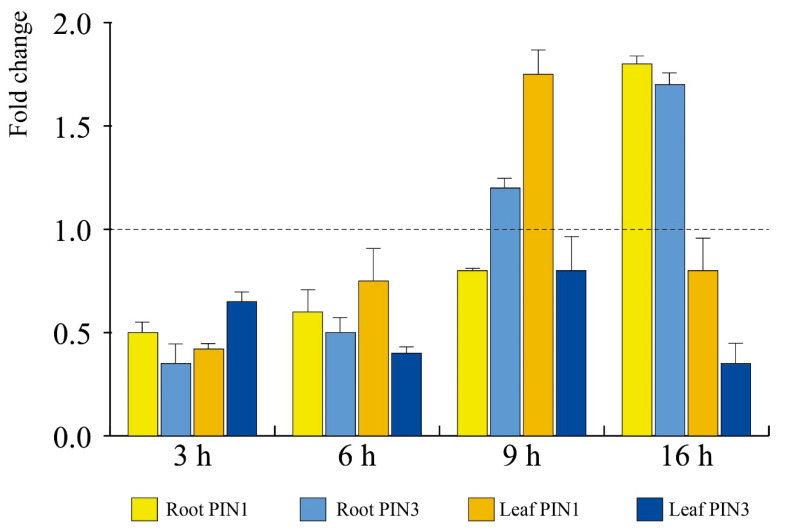
Expression of *PIN1* (*AT1G73590*) and *PIN3* (*AT1G70940*) genes in time-course exposure of *A. thaliana* shoots and roots to *E. amylovora* mVOCs. Data are expressed as fold change with respect to the controls (DMSO). Values above or below the dotted line indicate upregulation and downregulation, respectively. Bars indicate standard deviation.

**Figure 10:**
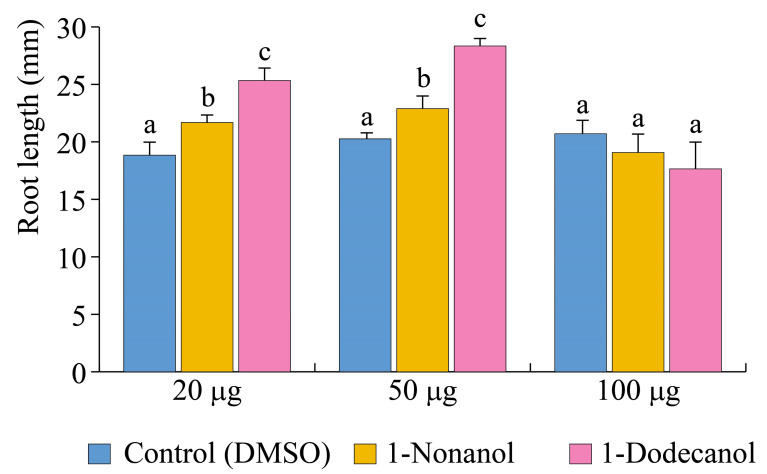
Effect of exposure to synthetic mVOCs 1-dodecanol and 1-nonanol on root length of *A. thaliana* seedlings. Metric bars indicate standard deviation, different letters indicate significant (*p* < 0.05) differences.

**Figure 11:**
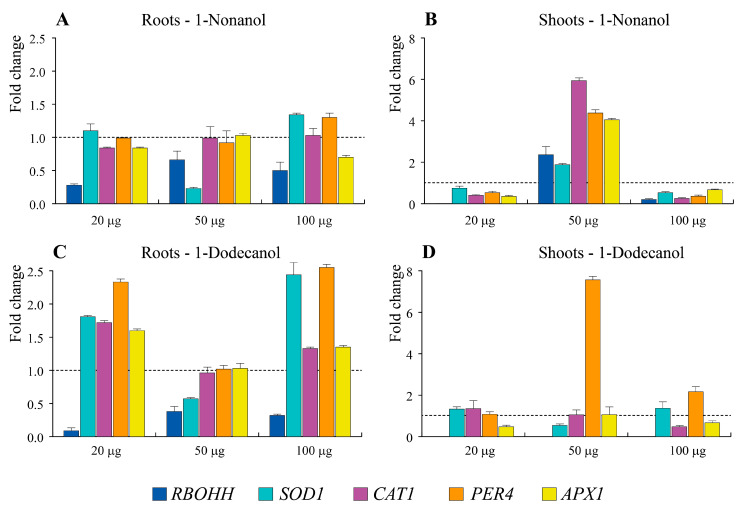
Gene expression of *RBOHH*, *SOD1*, *CAT1*, *PER4,* and *APX1* in *A. thaliana* roots (**A**,**C**) and shoots (**B**,**D**) exposed for 72 h to 1.nonanol (**A**,**B**) and 1-dodecanol (**C**,**D**). Data are expressed as fold change with respect to control (DMSO, dotted line). Values above or below the dotted line indicate upregulation and downregulation, respectively. Bars indicate standard deviation.

**Figure 12:**
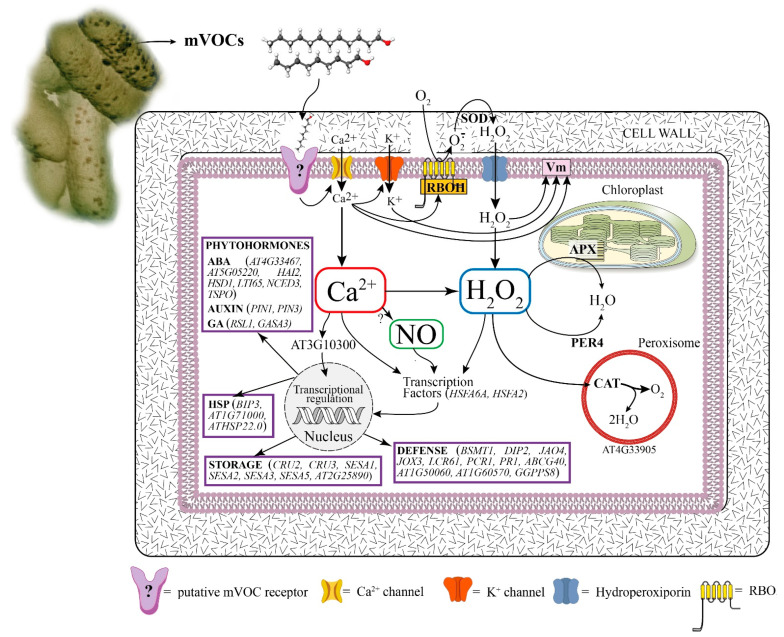
Early and late events in *A. thaliana* cells upon exposure to *E. amylovora* mVOCs. mVOCs are perceived at the plasma membrane by a still uncharacterized receptor/sensor, which eventually initiates a cascade of events involving the opening of Ca^2+^ channels. The increased Ca^2+^ cytosolic concentration triggers the opening of ligand-gated or resting inward rectifier K^+^ channels that, along with Ca^2+^, depolarize the membrane potential (Vm). These events are followed by the production of H_2_O_2_ by RBOHH and SOD, which increases the cell and tissue content of ROS. The latter are scavenged by CAT, APX, and PER4 that generate H_2_O and O_2_ from H_2_O_2_. The increased cellular ROS (and probably the increased cytosolic Ca^2+^) increase the NO content. All of these early events induce expression of genes involved in defense and storage, and those responding to phytohormones and heat stress.

**Table 1:** Chemical composition of *E. amylovora* mVOCs. Values are expressed as relative percentage and ordered according to the Kovàts retention index. See also Supplementary Figure S2 for GC mass spectra data.

Compound	Kovàts Retention Index	Relative Percentage
Iso amyl alcohol	697	1.21
Styrene	883	4.04
6-Methyl-2-heptanone	888	0.93
4-Octen-3-one	960	2.91
Benzaldehyde	982	1.13
Octanal	1005	1.08
Tetraisobutylene	1030	1.93
(E)-2-Octenal	1036	1.96
1,8-Cineole	1058	0.31
1-octanol	1065	2.58
Nonanal	1104	1.32
1-Nonanol	1159	3.03
Dichloromethyl propyl sulfone	1172	5.54
*trans*-2-Decenal	1212	2.16
Methylcyclodecane	1260	3.33
*trans*-2-Decenol	1266	2.36
Undecanal	1303	2.32
Tridecane	1313	1.08
6,10-Dimethyl-2-undecanone	1321	8.32
1-Undecanol	1357	2.08
2-Ethyl-1-decanol	1393	0.39
1-Tetradecene	1403	0.94
E-2-dodecenal	1410	0.48
Tetradecane	1413	1.21
1-Dodecanol	1457	10.10
Tridecanal	1502	2.21
Pentadecane	1512	11.73
Tetradecanal	1601	1.38
Tetradecanal	1601	2.12
2-Pentadecanone	1648	1.23
1-Tetradecanol	1656	1.94
Pentadecanal	1701	6.19
Heptadecane	1711	2.68
6,10,14-Trimethyl-2-pentadecanone	1754	6.48

## Data Availability

Data are provided in Supplementary Materials and are available on request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox12030600/s1, Dataset S1: gene analysis by GeneSpring, gene expression and gene ontology; Figure S1: Seedlings of *A. thaliana* cultivated in the presence of synthetic mVOCs; Figure S2: GC-MS Spectra data; Figure S3: Functional characterization of DEGs; Figure S4: Validation of microarray data; Figure S5: DR5::GUS staining and control GFP localization of PIN1 and PIN3; Figure S6: Root length and production of secondary roots in representative portions of Petri dishes containing different concentrations of the two synthetic mVOCs; Figure S7: Density plots of secondary root production in controls and in *A. thaliana* seedlings exposed to the two synthetic mVOCs; Table S1: List of primers used in this work; Table S2: Differentially expressed genes in seedlings of *A. thaliana* exposed to *E. amylovora* mVOCs.

How the deposited data were processed for this re-analysis (not part of the article)

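Gene expression was measured in whole *A. thaliana* seedlings, 7 days old, on 4 two-colour Agilent arrays of 1 design. Each array compared 1 control sample, labelled with Cy3, with 1 sample exposed to *E. amylovora* mVOCs for 16 h, labelled with Cy5. The condition and replicate of each sample came from the sample labels and the methods. For the paper's amount of RNA its 500 ng was kept, with 825 ng hybridised per dye, whereas the labels give 10 µg.

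The authors deposited the scanner output of each array from Agilent Feature Extraction, with the median intensity of each spot and of its local background on a linear scale, before normalization. The same deposited output holds a log10 ratio of Cy5 over Cy3, made by the scanner software after background subtraction and dye normalization. The authors also deposited a table of the series with 1 column per array. Its columns of replicates 2 to 4 equal, within the rounding of the table, the log10 ratio of the scanner software for 100% of 43803 spots, with a median of 0 in each, and its column of replicate 1 equals the software's error of the log ratio, with a median of 0.0619. For that reason only replicates 2 to 4 of the table were used. The paper names GeneSpring and limma, background subtraction, lowess normalization and the removal of control probes.

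From the median intensities, log2 ratios were computed in R 4.3.3 with limma 3.58.1, data.table 1.17.8 and jsonlite 2.0.0. The design set before the data were examined named mean intensities, and median intensities were used in their place because the files used here hold medians. Background was corrected by normexp with an offset of 50, fitted on all spots, and arrays were normalized by loess with no weight for control and outlier spots. Spots marked as feature outliers were left out. An intercept-only model with eBayes was fitted to the 4 log2 ratios of each of 43603 probes, with Benjamini-Hochberg adjustment. The array files give a locus for 38413 probes, of 29030 loci, and none for 5190 probes. The RefSeq table holds 28595 of these loci. A genome was not used here, so no coordinates are given. The steps were tested on simulated data with 43603 probes, of which 200 were changed. In it, 99% of the changed probes were called, and 2.65% of the calls were unchanged probes. The simulated noise was independent with the same SD for all probes, and the wide background model of replicate 4 could not arise. These shares therefore do not carry over to the real arrays.

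The array pairs its samples. After removal of group means, the intensities of the samples on 1 array correlated across probes with r of 0.442, 0.513, 0.245 and 0.412 for replicates 1 to 4, while those of samples on different arrays had r between -0.348 and 0.114. Slide was tested as a block, and its consensus correlation was 0.0820. With 4 arrays, a test of signs has 8 assignments and cannot give a share under 0.125.

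Genes named were every gene that the text of the paper names as a result of the array or that its Figure 7 shows, those of its other expression experiments and its reference genes. The 10 probes with the largest rise and the 10 with the largest fall were added, among those with an adjusted p below 0.05 and 1 direction on all 4 arrays. This rule was set before the data were examined, but the fold changes of Dataset S1 had been seen by then. A gene was represented by the probe of Dataset S1, or otherwise by the mean of the probes of its locus. The rule gave 90 genes and probes. Gene lists for dry seed, ABA, heat shock, jasmonate, salicylate, detoxification, hypoxia and auxin, fixed at the same time, were tested with camera at a preset correlation of 0.01 and with fry, on the mean of the probes of each locus, with adjustment over 8 lists and a second run without the genes of Dataset S1.

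Alternatives set before the data were examined covered the background correction, normalization, outlier spots, dim probes, variance model, array weights, pairing, slide as a random block, the deposited table, the unit counted, the set test and each replicate left out. After results had been seen, 6 more were added: slide as a fixed block, each of the slides alone, normexp with no offset, the scanner software's ratio with an ordinary test, and the removal of spots with a non-uniform background before normexp. The last of these was chosen after the results of all other settings, and their comparison with the paper, had been seen. For a time it took the place of the values reported as the main ones, and it was then put back as an alternative, so that the main values are those of the first fit. The time courses by quantitative PCR were not analysed here.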

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

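The tests of the background spots of replicate 4 and of the slides, and the values with these spots left out, were chosen after the results were seen. The other tests in this part were set before.

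For 9 of the 90 named genes and probes, replicate 4 lay far from the other replicates. Its log2 ratio was -0.088 for *HAI2*, -0.65 for *RAB18*, -0.35 for AT2G42560, -0.10 for *SESA2*, -0.40 for *SESA5*, -0.55 for *CRU3*, -0.40 for AT5G04120, 0.26 for *JOX3* and -0.45 for AT4G33467. Each was closer to 0 than the other 3 values of the gene. For AT1G07590, replicate 1 (0.78) lay apart. Chance alone gives such a value in about 1 in 20 groups, and here 10 of 90 had one. The arrays themselves stood apart too. The fitted SD of the background was 423 in Cy3 and 212 in Cy5 on replicate 4, and its highest local background was 59573 in Cy3 and 32072 in Cy5. A candidate explanation is technical: 8 spots of very high background, all marked by the scanner software, widened the background model of this array. Without marked spots the SD of the log2 ratios of replicate 4 rose from 0.112 to 0.167, within the 0.155 to 0.187 of the other arrays. The design names no difference between replicates, and no biological explanation was tested.

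Outside Dataset S1, the lists of ABA-responsive, heat shock and jasmonate genes still differed from the other loci with both set tests. Their medians were -0.13 (adjusted p = 5.22e-05), -0.11 (adjusted p = 0.000653) and 0.061 (adjusted p = 0.0239, all from camera), and fry gave an adjusted p of 0.00221 for each. With fry alone, the lists of salicylate (upward, adjusted p = 0.00221, with a median of -0.020), hypoxia (adjusted p = 0.0135) and dry seed genes (adjusted p = 0.0477) passed too. More dry seed material in every control sample is argued against, as the whole cause for the ABA-responsive list, by its 16 members not stored in dry seeds. They had a median of -0.13, beside -0.51 for the 10 stored ones, and still differed from the other loci. The stored ones fell further, so a part for seed material stays open. The split speaks only to transcripts stored in dry seeds. These 16 are not the members outside Dataset S1, since they include *NCED3*, which the paper selected from these arrays. Assignments of signs to the arrays were counted for the full lists only, genes of Dataset S1 included. For each of the 3 full lists, 1 of 8 assignments gave a median as large, namely the real one, and with 4 arrays chance cannot be excluded in this way. With a correlation estimated from the data, none of the 8 full lists passed the threshold. An effect of dye on these genes stays open, since dye and exposure share 1 orientation on all arrays. A response of the seedlings to mVOCs also stays open, as a hypothesis.

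Several of the largest changes belong to probes outside Dataset S1. Among the lower ones, probes of AT5G66400 had log2 ratios of -1.91 and -1.62, and a probe of AT5G04120 one of -1.12. Among the higher ones, *DRT112* had a log2 ratio of 1.00, AT1G07590 of 0.97, R65132 of 0.96, *PCC1* of 0.92, BT025685 of 0.87 and BP598969 of 0.87, of which R65132, BT025685 and BP598969 are transcripts without a locus name in the array files. The *PCC1* locus has 2 other probes, with log2 ratios of 0.79 and 0.86. The *DRT112* locus has others with 0.34, 0.24 and 0.31, and its probe was marked for a non-uniform background on all 4 arrays. The other probe of AT1G07590 had a log2 ratio of -0.12 (adjusted p = 0.0754), and with marked spots left out 2 arrays remained for the probe that rose. BT025685 was well above background in the controls on 1 of 4 arrays. Over all called probes, the other probe of the locus had the same sign in 72.2% of 6086 pairs, against 53.6% for probes of other loci with a similar intensity, which argues against dye bias of single probe sequences as the whole cause. For a single probe such as that of AT1G07590 it may still apply.

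Of 27 probes past the criteria of the study on slide 1 alone, 27 had the same sign and an unadjusted p below 0.05 on slide 2. Of 13 such probes on slide 2 alone, 13 had the same sign on slide 1 and 12 also an unadjusted p below 0.05 there, which argues against a difference between slides as the cause. The probe called higher was well above background in 8 of 8 readings, so it is not a dim probe. In the scanner software's ratio, 13.5% of probes called higher and 42.4% of those called lower were well above background in 0 of 8 readings. Among all probes, the share was 19.2%. Well above background in 8 of 8 readings were 8.0% of those called higher and 18.8% of those called lower, against 72.9% of all probes. So probes called in either direction were more often dim in some reading than the array's probes as a whole. Over the 8 assignments of signs to the arrays, a count as large as the real one came from 1 for probes with an unadjusted p below 0.05, 1 for those past the criteria, 2 for those called higher (an assignment and its mirror count as one, so that the 4 lower probes with replicate 4 turned are 4 higher ones in its mirror), 1 for those called lower, 1 for those with an adjusted p below 0.05 and 1 for those also past 2-fold. With 8 assignments chance cannot be excluded.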

How the results depend on the processing

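Slide as a fixed block, each slide alone, normexp with no offset, marked background spots left out and the scanner software's ratio with an ordinary test were chosen after results were seen. Where a result changed, the cause was not tested, apart from the fewer arrays or loci that some settings hold.

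Probes with an unadjusted p below 0.05 numbered 13832, and 21981 under median centring and 8961 with the ordinary test. The other settings stayed within 1.5 times. Past the criteria of the study, the count of 15 became 201 with plain subtraction, 23 with no background correction, 527 with the scanner software's ratio, 90 with median centring, 477 in the deposited table, 27 within slide 1, 52 with no offset, 23 with marked background spots left out and 453 with the scanner software's ratio and the ordinary test. With 1 replicate left out it ranged from 12 to 26, the latter without replicate 4. The count of higher probes, 1, became 130, 7, 362, 77, 326, 8, 21, 6 and 312 in the same order, and 3 within slide 2. It ranged from 1 to 8 with 1 replicate left out, with 3 without replicate 1, 2 without replicate 2 and 8 without replicate 4. The count of lower probes, 14, became 71 with plain subtraction, 165 with the scanner software's ratio, 151 in the deposited table, 31 with no offset, 141 with the scanner software's ratio and the ordinary test, and 9 with 1 value per locus. It ranged from 10 to 18 with 1 replicate left out.

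The 7939 probes with an adjusted p below 0.05 became 3352 with plain subtraction, 13236 with the scanner software's ratio, 17200 with median centring, 6 with the ordinary test, 20 with no offset and 5019 with 1 value per locus. With 1 replicate left out they ranged from 4401, without replicate 1, to 6644. Without the replicate block, which treats the channels as unpaired samples, 3797 probes passed, and 15 were past the criteria as with the pairing. Probes also past 2-fold, 15, became 116 with plain subtraction, 23 with no background correction, 364 with the scanner software's ratio, 90 with median centring, 1 with the ordinary test, 201 in the deposited table, 27 within slide 1, 6 with no offset, 23 with marked spots left out and 239 with the scanner software's ratio and the ordinary test. They ranged from 12 to 26 with 1 replicate left out, with 26 without replicate 4. Aquantile after loess changed no count.

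With an estimated correlation the lists of dry seed (-0.098, adjusted p = 0.195), ABA-responsive (-0.23, adjusted p = 0.175), heat shock (-0.13, adjusted p = 0.115) and jasmonate genes (0.10, adjusted p = 0.195) did not pass. Without the genes of Dataset S1 the dry seed list (-0.039) did not pass with camera (adjusted p = 0.185) and did with fry (adjusted p = 0.0477). The salicylate list passed with median centring (0.11), without the replicate block (0.023, adjusted p = 0.0236), with slide as a random block (0.023, adjusted p = 0.00164), with fry (0.023) and within slide 2 (0.060). Its median ranged from 0.014 to 0.050 with 1 replicate left out, and it passed without replicate 1 (0.050) and without replicate 4 (0.028). The detoxification list passed with plain subtraction (0.076), no background correction (0.072), the scanner software's ratio (0.12), median centring (0.18), without the replicate block (0.065, adjusted p = 0.0368), with slide as a random (0.065, adjusted p = 0.0258) or fixed block (0.065, adjusted p = 0.0462), in the deposited table (0.14), within slide 1 (0.11) and with marked spots left out (0.079). Its median ranged from 0.041 to 0.097 with 1 replicate left out, and it passed without replicate 4 (0.097). The hypoxia list passed with fry (0.011). Over these settings the adjusted p ranged from 0.00164 to 0.371 for the salicylate, from 0.000376 to 0.967 for the detoxification and from 0.0110 to 0.562 for the hypoxia list. Test and median differed in sign where these were highest for the detoxification list (fry without the genes of Dataset S1, downward with a median of 0.052) and for the hypoxia list (median centring, upward with a median of -0.00018).

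Of the 90 named genes and probes, a called value changed its sign for AT5G63070 (-0.00039) and *SOD1* (0.092), both under median centring. Calls were lost for 65 with no offset, 72 with the ordinary test, 18 within slide 2, 11 in the deposited table, 7 without the replicate block, 7 with plain subtraction, 6 with array weights, 6 with median centring, 4 within slide 1, 3 with eBayes with trend and robust, 3 with slide as a random block, 2 with the scanner software's ratio and the ordinary test, 1 with the scanner software's ratio, and 13, 8, 8 and 1 without replicates 1 to 4. Calls were gained for 11 with the scanner software's ratio under either test, 8 in the deposited table, 7 with median centring, 6 with no background correction, 4 with marked spots left out, 3 with slide as a fixed block, 2 with plain subtraction, 2 within slide 1, and 1 each within slide 2, with array weights, with the filter on dim probes and without replicate 2. With the filter on dim probes 73 of the 90 could be tested. Signal over background limits the 21 named genes whose probe of Dataset S1 was not well above background in 1 group, and the 5 whose probe was not in either.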

Differences from the paper's values

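The fit differed from the paper in its counts. A count is said to differ from the paper's where one is more than 1.5 times the other. The paper reports 8934 probes with p below 0.05, and 13832 were found here. Of the alternatives set before the data were examined, the count did not differ with the filter on dim probes (12552), eBayes with trend and robust (13393), the ordinary test (8961), array weights (13224), no replicate block (10154), slide as a random block (13008), any 1 replicate left out (10908 to 12571) and 1 value per locus (9246, which counts loci and not probes). It differed with plain subtraction, no background correction, the scanner software's ratio, median centring, Aquantile, outlier spots kept and the deposited table. Within slide 1 (12969), within slide 2 (12343) and with no offset (11085), all chosen after the values were seen, it did not differ either, and these settings drop 135, 147 and 127 of the 154 probes of Dataset S1, of which the main fit drops 144. The paper reports 155 probes past both criteria, and 15 were found here. Plain subtraction (201) was the only alternative set before the data were examined under which this count did not differ.

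Of the 154 probes of Dataset S1, 10 were past both criteria here. Among alternatives set before the data were examined, 147 were with the scanner software's ratio, 136 in the deposited table, 56 with plain subtraction, 18 without replicate 4 and 15 with no background correction. Chosen after the values were seen were the scanner software's ratio with the ordinary test, with 146 past both criteria and 8 dropped, no offset, with 27 and 127 dropped, slide 1 alone, with 19 and 135 dropped, and marked background spots left out, with 16 and 138 dropped.

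Fold changes were compared, in the direction the paper gives, for 45 genes measured in both groups, and 44 of them differed. A fold change is said to differ where its distance from the paper's, on the log2 scale, is more than the SD over the arrays, or where 1 replicate lay far from the others and the distance is more than 1.5-fold. The paper gives a fold change of 2.51 for *ATHSP22.0*, 2.07 for *HSFA2*, 2.03 for *BIP3* and 2.25 for AT1G71000, beside 1.19, 1.66, 1.23 and 1.36 here. Fold changes in the paper were 2.1 for *PR1*, 2.47 for *PCR1*, 2.57 for *ABCG40* and 2.05 for *NCED3*, beside 1.48, 1.8, 1.94 and 1.4 here. Values given by the paper were 2.78 for *LTI65*, 4.41 for *LEA4-5*, 3.22 for *LEA7* and 2.38 for AT3G17520, beside 1.47, 1.37, 3.05 and 1.74 here. In Dataset S1 the paper has 2.18 for *TSPO*, 2.04 for *HAI2*, 2.37 for *HAI3* and 4.37 for *RAB18*, beside 1.88, 1.32, 1.19 and 2.59 here. From the paper come values of 3.65 for AT5G50360, 3.67 for *PUB19*, 2.46 for *RSL1* and 4.11 for AT2G42560, beside 2.07, 1.3, 1.36 and 2.07 here. Reported by the paper were 2.06 for AT2G25890, 2.56 for *QQS*, 8.55 for *SESA2* and 11.6 for *CRU3*, beside 1.28, 1.95, 1.61 and 3.54 here.

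The paper's fold changes were 2.6 for AT5G35660, 2.47 for AT3G20160, 2.44 for AT5G04120 and 3.31 for *DXPS1*, beside 1.95, 1.47, 1.84 and 1.69 here. As fold changes the paper lists 2.2 for AT4G26390, 2.8 for AT1G50060, 2.14 for AT1G65570 and 3.37 for *BSMT1*, beside 1.18, 1.77, 1.53 and 1.69 here. The paper lists 2.15 for *ELI3-2*, 2.61 for *JAO4*, 3.72 for *JOX3* and 2.49 for AT1G12805, beside 1.63, 1.59, 1.94 and 1.33 here. Given in the paper were 2.52 for *EXPA2*, 2.11 for AT4G33905, 2.02 for AT5G24080 and 6.46 for AT5G05220, beside 1.28, 1.52, 1.33 and 2.18 here. The paper reports 2.53 for AT5G45630, 2.36 for *DIP2*, 5.01 for AT4G33467 and 2.97 for AT3G28220, beside 1.28, 1.84, 2.35 and 2.56 here.

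With the scanner software's ratio, set as an alternative before the data were examined, none of these 44 fold changes differed. In the deposited table 41 did not, and AT1G71000, AT1G50060 and AT5G45630 did. With plain subtraction 19 did not differ: *HSFA2*, AT1G71000, *PR1*, *PCR1*, *ABCG40*, *NCED3*, *LEA7*, AT3G17520, *RSL1*, AT2G25890, *QQS*, AT5G35660, AT3G20160, AT4G26390, AT1G65570, *ELI3-2*, AT4G33905, *DIP2* and AT3G28220. With no replicate block, which leaves the fold changes as they are and widens their SD, 13 did not: *HSFA2*, *PCR1*, *ABCG40*, *LEA7*, AT3G17520, *TSPO*, *RAB18*, *QQS*, AT5G35660, AT5G04120, *ELI3-2*, *DIP2* and AT3G28220. AT3G28220 did not differ under median centring, without replicate 1 or without replicate 3, *QQS*, AT5G35660 and *DIP2* did not without replicate 2, and *HSFA2* and AT3G17520 did not without replicate 3. All 44 differed with no background correction, Aquantile, the filter on dim probes, outlier spots kept, eBayes with trend and robust, the ordinary test, array weights, slide as a random block and without replicate 4. For the 21 genes whose probe is given as a lower bound, none of the bounds exceeded the paper's fold change by 1.5 times.

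The text of the paper counts AT5G24080 among the genes that rose, while Dataset S1 lists it as lower and its log2 ratio here was -0.41. *SESA5* is described by the paper as the gene that fell most, and here only a lower bound of its fall is known (at least 3.19-fold), so that its rank is open. Its fitted log2 ratio, which depends on the background correction, was the lowest with plain subtraction, with the scanner software's ratio, with median centring, in the deposited table and without replicate 4, and also with marked background spots left out and with the scanner software's ratio and the ordinary test, settings chosen after the values were seen, which drop 138 and 8 of the probes of Dataset S1.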

Other observations

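The test of the deposited table's column of replicate 1 was chosen after its values were seen. The other tests in this part were set before.

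In the deposited table, 100% of the values of replicate 1 equal the scanner software's error of the log ratio, and 0.210% equal its log ratio. The columns of replicates 2 to 4 hold the log ratio. This is consistent with a column that holds another quantity than its name says, and no biological explanation was tested.

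The dry seed list fell with a median of -0.098. One array with more seed material in its control channel is argued against, since the median stayed at -0.074 or further from 0 with each array left out in turn. More seed material in every control sample, as a hypothesis, cannot be told apart from a response of the seedlings by these data. The members outside Dataset S1 had a median of -0.039, which passed the threshold with fry and not with camera, and of the 19 of them above background in at least 1 channel, 2 were lower and 2 were higher with an adjusted p below 0.05. The higher ones were *OLEO2* (0.26) and *PER1* (0.34), and the lower ones *CRU1* (-0.27) and *M17* (-0.57), all named after their values were seen. Dye bias of single probes stays open for this list, because 68% of the 25 probes of its 11 loci with more than 1 probe fell, which is too few probes to decide. For the dry seed list, 1 of 8 assignments of signs to the arrays gave a median as large, and chance cannot be excluded.

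For the salicylate list 3 of 8 assignments of signs gave a median as large as the real one, for detoxification 2, for hypoxia 6 and for auxin 4. Without the genes of Dataset S1, the salicylate list had a median of -0.020 and a mean of 0.11, so that median and mean differ in sign.

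Genes of the other expression experiments of the paper were also on the arrays, at 16 h of exposure. *PER4* had a log2 ratio of -0.35 ± 0.13 (SD, n = 4, adjusted p = 0.00183) and *SOD1* one of -0.15 ± 0.02 (SD, n = 4, adjusted p = 0.0161). *SOD1* did not pass the threshold without replicate 1 or 4 (adjusted p = 0.0602 at most), and its sign turned under median centring (0.092). The log2 ratios of *PIN2* and *PIN3* were -0.11 and 0.096 (adjusted p = 0.172 and 0.127). *CAT1* and *APX1* had log2 ratios of -0.014 and -0.098 (adjusted p = 0.828 and 0.0944), and *RBOHH* was not well above background in either group (adjusted p = 0.214). The reference genes *ACT1* and *eEF1Balpha2* had log2 ratios of -0.019 and -0.072 (adjusted p = 0.78 and 0.228). Under median centring the signs of *CAT1*, *APX1*, *ACT1* and *eEF1Balpha2* turned.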
